# Selective amputation of the pharynx identifies a FoxA-dependent regeneration program in planaria

**DOI:** 10.7554/eLife.02238

**Published:** 2014-04-15

**Authors:** Carolyn E Adler, Chris W Seidel, Sean A McKinney, Alejandro Sánchez Alvarado

**Keywords:** planaria, stem cells, regeneration, single-organ regeneration, pharynx, *Schmidtea mediterranea*, other

## Abstract

Planarian flatworms regenerate every organ after amputation. Adult pluripotent stem cells drive this ability, but how injury activates and directs stem cells into the appropriate lineages is unclear. Here we describe a single-organ regeneration assay in which ejection of the planarian pharynx is selectively induced by brief exposure of animals to sodium azide. To identify genes required for pharynx regeneration, we performed an RNAi screen of 356 genes upregulated after amputation, using successful feeding as a proxy for regeneration. We found that knockdown of 20 genes caused a wide range of regeneration phenotypes and that RNAi of the forkhead transcription factor *FoxA*, which is expressed in a subpopulation of stem cells, specifically inhibited regrowth of the pharynx. Selective amputation of the pharynx therefore permits the identification of genes required for organ-specific regeneration and suggests an ancient function for FoxA-dependent transcriptional programs in driving regeneration.

**DOI:** http://dx.doi.org/10.7554/eLife.02238.001

## eLife digest

Some animals can regrow whole limbs or organs after amputation. Flatworms called planaria, for example, can regenerate their whole body from small pieces. This remarkable ability depends on neoblasts—a type of stem cell found in planaria that can detect damaged or lost organs, migrate to the site of damage, produce the required cells, and integrate into the remaining tissues. Researchers hope that studying these animals will reveal ways to use stem cells to regenerate injured limbs or organs in humans.

Planaria have been used in many studies of regeneration. However, manually amputating organs from the flatworms is time-consuming and the resulting wounds vary, which makes it hard to compare regeneration between animals treated in different ways.

Now, Adler et al. have developed a new technique for studying regeneration in planaria. Placing the flatworms briefly into a solution of sodium azide causes the pharynx—an organ that is used for both eating and excretion–to drop off. Using chemicals in this way means the loss of the pharynx leaves a uniform wound, with no damage to the adjacent digestive system, and that large numbers of planaria with identical wounds can be produced rapidly. To ensure that treatment with sodium azide did not alter normal regeneration processes in planaria, Adler et al. carried out manual amputation of tissue in sodium azide-treated flatworms; regeneration in these flatworms was identical to that seen in untreated planaria.

Planaria in which the pharynx had been removed by sodium azide exposure showed rapid recruitment of neoblasts to the wound site, where they formed epidermal, muscle and nerve cells, and organized into a functioning pharynx within a few days. Adler et al. then identified 20 genes that were required for various stages of regeneration. These experiments revealed that a transcription factor (a protein that controls gene expression) called FoxA was specifically required for the regrowth of the pharynx. This is a previously unknown function for FoxA.

**DOI:** http://dx.doi.org/10.7554/eLife.02238.002

## Introduction

Many organs in the human body have the potential to repair themselves after injury. For example, the hematopoietic system can replenish the entire blood in an animal from a single stem cell after bone marrow transplants (Lagasse et al., 2001; Shizuru et al., 2005), and hair follicle and epidermis can regenerate in mammals following injury (Fuchs and Segre, 2000; Seifert et al., 2012). To initiate regeneration, stem cells must sense an injury, proliferate and differentiate appropriately, and replace the missing organs (Poss, 2010). Stem cells (and in particular iPS cells) represent enormous potential for developing therapeutic treatments for disease. However, effective implementation of these technologies will require an improved understanding of stem cell activation and regulation in vivo.

Planarians are a classical system for studying regeneration. After amputation, even small fragments can support regrowth of entire animals (Morgan, 1898; Reddien and Sánchez Alvarado, 2004), indicating that the resident cells have the capacity to self-renew, and can replace all of the missing tissues comprising the animal (including muscle, nervous system, digestive system, excretory system and epithelial cells). This regenerative capacity depends on a population of stem cells termed neoblasts (Reddien and Sánchez Alvarado, 2004). These pluripotent cells are constantly dividing, driving replenishment of all cell types during homeostasis (Newmark and Sánchez Alvarado, 2000; Pellettieri and Sánchez Alvarado, 2007). Upon amputation, neoblasts are stimulated to divide rapidly (Baguñà, 1976; Reddien et al., 2005a; Wenemoser and Reddien, 2010) and begin to differentiate, but how these stem cells are regulated to produce only the tissues that need to be replaced is unclear.

One hypothesis for how stem cells can produce any tissue in the planarian body on demand is that these cells exhibit heterogeneity across the population, in terms of both gene expression and cell cycle status (Rink, 2012; Reddien, 2013). Heterogeneity has been observed molecularly by gene expression-profiling of neoblasts purified via fluorescence-activated cell sorting (FACS) (Hayashi et al., 2010; Shibata et al., 2012). Functional evidence of such heterogeneity is supported by single-cell transplantation experiments in which some, but not all, stem cells can repopulate and rescue animals lacking stem cells (Wagner et al., 2011). However, it is unclear what percentage of the stem cell population is in fact pluripotent, or if these cells produce lineage-restricted stem cells. Recent studies have also demonstrated that discrete subpopulations of neoblasts express markers of differentiated tissues (Scimone et al., 2011; Lapan and Reddien, 2012; Cowles et al., 2013). Therefore, cell fate decisions can be established within neoblasts, but how this happens is unknown.

Normally contained within an internal cavity referred to as the pharyngeal pouch, the pharynx protrudes through a ventral opening upon sensing food or prey and ingests food by contractile peristalsis (Wulzen, 1917). The planarian pharynx serves as both the entrance and exit to the digestive system and is a complex organ consisting of multiple tissues including neurons, muscle, epithelial cells and secretory cells (Hyman, 1951; Ishii, 1962; MacRae, 1963; Kido, 1964). The pharynx is a large cylindrical structure that clearly lacks dividing stem cells (Hay and Coward, 1975; Newmark and Sánchez Alvarado, 2000; Orii et al., 2005). Previous experiments describing de novo pharynx regeneration in head and tail pieces have shown that mesenchymal cells adopt pharyngeal fate prior to accumulation in the nascent pharynx (Asai, 1991; Bueno et al., 1997; Cebrià et al., 1999; Kobayashi et al., 1999). These observations suggest that neoblasts respond to the absence of the pharynx and produce cells of the pharyngeal lineage shortly after amputation. Pharynx regeneration is therefore an excellent model for understanding organ regeneration in general, beginning with pluripotent stem cells that differentiate into distinct cell types, which then integrate with pre-existing tissues to form a functional organ.

Here we describe a novel strategy for amputation of a single organ, the pharynx, and for studying its regeneration. Using feeding behavior as a quantitative assay for regeneration, we screened a library of transcripts upregulated during pharynx regeneration. We show that RNAi of these genes causes a wide range of regeneration phenotypes, and that the pioneer transcription factor FoxA, which functions in many organisms to specify endodermal organogenesis, is required for regeneration of the planarian pharynx. Taken together, this novel amputation strategy offers a defined context in which to measure and understand discrete changes in a stem cell population during regeneration.

## Results

### Chemical amputation selectively removes the pharynx

In order to dissect the specific response to organ amputation, we sought to develop a method to selectively remove a single organ. We found that soaking animals in sodium azide for a brief period of time caused the pharynx to be extruded, and then dislodged completely from the rest of the animal following gentle agitation (Figure 1A,B). Because this amputation does not require surgery, the wound produced after chemical treatment is indistinguishable between animals. Within several days the pharynx regenerated, as visualized either in live animals or by hybridization with a pharynx-specific riboprobe (Figure 1C; Cebrià et al., 2007). Other organs, including the gastrointestinal system, were unaffected at a gross morphological level (Figure 1D), indicating that sodium azide treatment causes selective amputation of the pharynx without noticeably perturbing other organs. We term this treatment ‘chemical amputation’.

**Figure 1.**
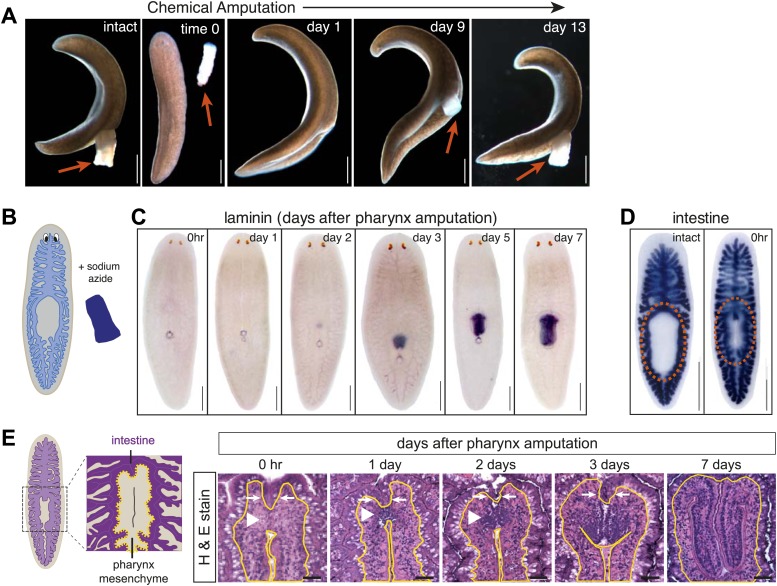
Sodium azide selectively removes the pharynx. (**A**) Live animals before and after sodium azide treatment, showing pharynges (arrows). (**B**) Schematic of chemical amputation. (**C**) Pharynx (labeled with *Smed-laminin*) reappears 2–3 days after pharynx removal. (**D**) Intestine (labeled with *Smed-porcupine*) before and immediately after chemical amputation. (**E**) Representative hematoxylin/eosin sections of the regenerating pharynx (white arrowheads). Yellow lines outline mesenchyme and white arrows highlight intestine. Scale bars, **A**–**D**: 500 μm, **E**: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.003

**Figure 1—figure supplement 1.**
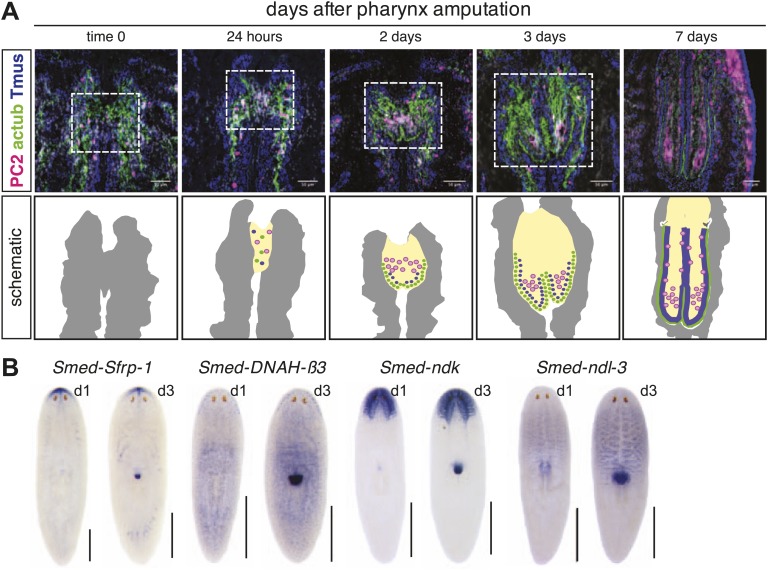
Histological analysis of regenerating pharynx. (**A**) Neurons and epithelial cells appear in the blastema 24 hr after amputation but are disorganized. 2 days after amputation, epithelial cells are arranged at the periphery and neurons and muscle coalesce interiorly. Stains: Neurons (*Smed-PC2*, pink); muscle (Tmus,blue), and epithelia (acetylated tubulin, green). Dashed white line highlights regeneration pharynx. Scale bars, 50 μm. (**B**) Pharynx markers are expressed in the regenerating pharynx 3 days after amputation. Animals shown 1 day and 3 days after amputation. **DOI:** http://dx.doi.org/10.7554/eLife.02238.004

**Figure 1—figure supplement 2.**
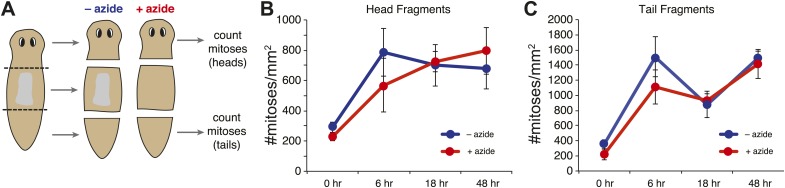
Effects of sodium azide exposure. (**A**) Schematic of experiment. Amputations were performed in the presence of sodium azide, and fragments were maintained in sodium azide until the pharynx was ejected from the trunk pieces. (**B** and **C**) Quantification of mitotic activity in head (**B**) and tail (**C**) pieces at specified times. Error bars = standard deviation. **DOI:** http://dx.doi.org/10.7554/eLife.02238.005

The pharynx is ensheathed by a ciliated epithelium that covers layers of muscle, an extensive neural network, and secretory gland cells (Cebrià et al., 1997, 1999; Okamoto et al., 2005). Histological analysis of the anatomical changes that occur during pharynx regeneration confirmed that chemical amputation causes detachment of the pharynx without affecting the intestine (Figure 1E, white arrows). Within 24 hr of amputation, small, undifferentiated cells accumulate at the entry to the intestine, within the mesenchyme (Figure 1E, white arrowheads). Two days after amputation, these cells begin to organize, characterized by a layer of ciliated epithelial cells, a concentration of neurons, and a subepidermal muscle layer (Figure 1—figure supplement 1A). Three days after amputation the lumenal connection to the intestine has been restored, radial symmetry has been re-established, and most genes expressed in the mature pharynx are present, including the secreted Frizzled-related protein *sFRP-1*, ciliary dynein heavy chain *DNAH-β3*, and two members of the Nou Darake family of FGF-receptor-like proteins *ndk* and *ndl-3* (Rink et al., 2011; 2009; Figure 1—figure supplement 1B). Therefore, following selective removal of the pharynx, animals regenerate all of the component tissues, in a similar sequence to what has been observed previously for de novo pharynx regeneration (Bueno et al., 1997; Cebrià et al., 1999; Kobayashi et al., 1999).

Even though the regeneration of chemically amputated pharynges appears to proceed normally by all histological and molecular measures, and 100% of animals regenerated pharynges after amputation (n > 1000), we wished to further test whether the brief exposure to sodium azide during chemical amputation might cause secondary effects in regeneration, particularly soon after the treatment. To test the possibility that sodium azide broadly compromised regenerative potential, we performed transverse amputations in sodium azide. After washout, wound healing occurred normally, indicating that animals recovered rapidly from sodium azide treatment. Furthermore, in these regenerating fragments, the mitotic profile triggered by amputation during the early phase of regeneration was indistinguishable from controls (Figure 1—figure supplement 2; Wenemoser and Reddien, 2010). Altogether, these data demonstrate that sodium azide exposure does not significantly perturb the kinetics of regeneration in general and likely has minimal effects on pharynx regeneration in particular.

### Neoblasts are essential for pharynx regeneration

Exposure of animals to lethal doses of gamma-irradiation completely prevents stem cell division and regeneration (Bardeen and Baetjer, 1904). To confirm that pharynx regeneration also requires neoblasts, animals were lethally irradiated (10,000 rads γ-irradiation) prior to pharynx amputation. Radiation completely prevented pharynx regeneration (Figure 2A) in 100% of animals (n = 100 animals) indicating that, as expected, stem cells are required for regeneration. Furthermore, lethal irradiation inhibited the accumulation of cells at the wound site 24 hr after amputation (Figure 2—figure supplement 1), indicating that the first cells to arrive at the wound site are either neoblasts or their descendants. Similarly, RNAi knockdown of the planarian piwi/Argonaute protein *Smedwi-2* phenocopies radiation by inhibiting stem cell function (Reddien et al., 2005b). Indeed, *Smedwi-2(RNAi)* animals failed to regenerate the pharynx (0/33 animals, compared to 24/24 control animals) (Figure 2B). These results indicate that pharynx regeneration, like all other regeneration in planaria, depends on functional neoblasts and that large reserves of post-mitotic cells competent to become pharyngeal tissues are unlikely to exist.

**Figure 2.**
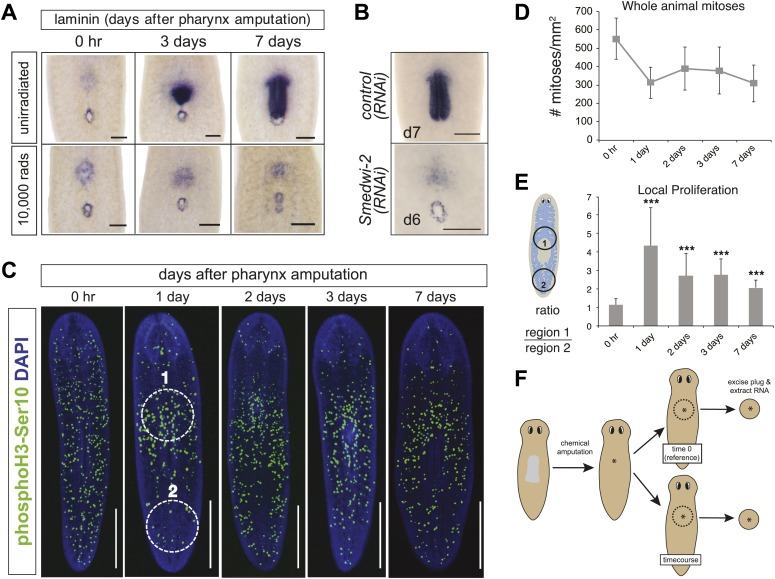
Local proliferation of stem cells drives regeneration. (**A**) Irradiated animals fail to regenerate the pharynx (100%; n >50), as indicated by *Smed-laminin* ISH. (**B**) *Smedwi-2(RNAi)* inhibits pharynx regeneration (100%, n >30). (**C**) Representative confocal images of animals during pharynx regeneration, stained with anti-phosphoH3-Ser10. Circles are representative of those used for quantification in (**E**). (**D**) Quantification of phosphoH3-Ser10 staining in whole animals. Error bars = SD. (**E**) Local proliferation measured in two equal-sized circles, (1) centered over the pharynx and (2) centered in the tail as marked in (**C**). Error bars = SD; *** equals p<.0001; significance determined with Student’s *t* test. (**F**) Schematic of strategy for expression profiling. Scale bars, **A** and **B**: 200 μm, **C**: 500 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.006

**Figure 2—figure supplement 1.**
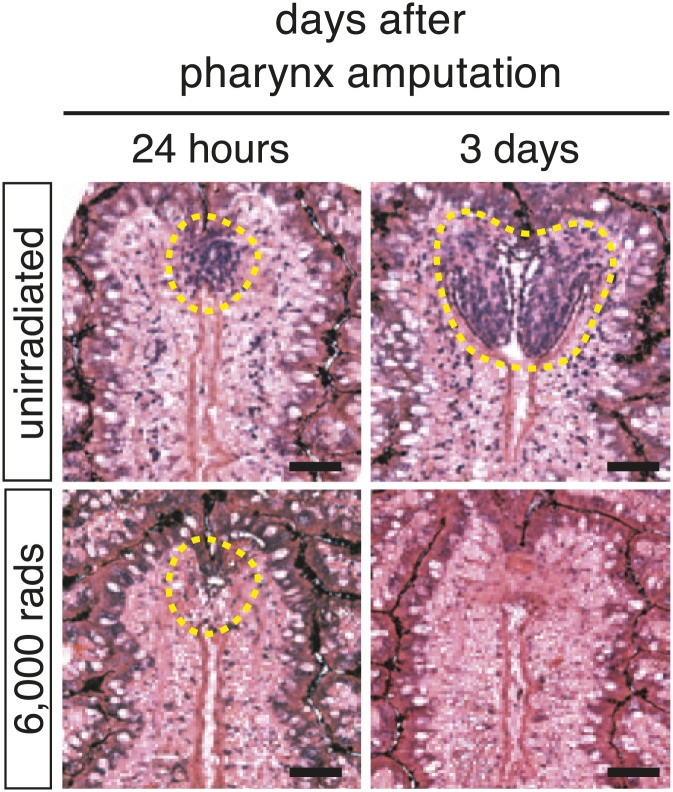
Irradiation prevents accumulation of cells at the blastema. 48 hr prior to chemical amputation, animals were irradiated with 6,000 rads and fixed 24 hr or 3 days afterward. Paraffin sections were stained with hematoxylin and eosin. Scale bars, 20 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.007

**Figure 2—figure supplement 2.**
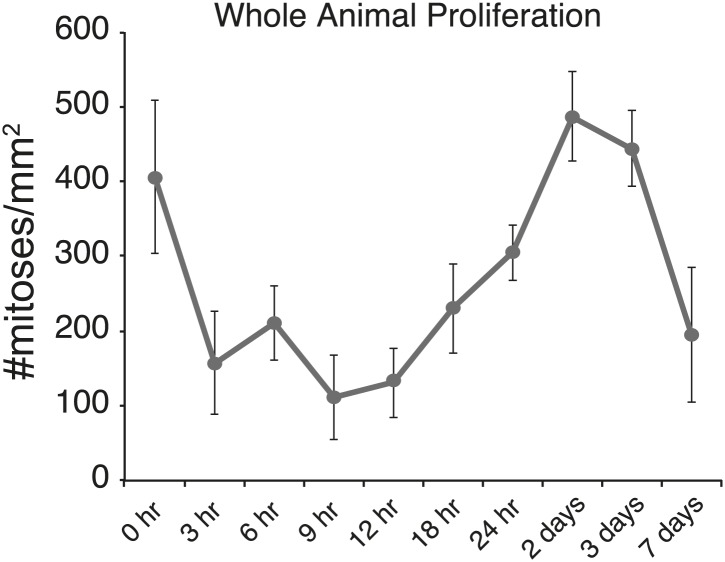
Body-wide mitotic activity after chemical amputation. Body-wide mitotic activity at specified times after pharynx removal measured by anti-H3-Ser10phos staining. In the first 24 hr after sodium azide treatment, there is a general, transient suppression of mitotic activity. Error bars = Standard deviation. **DOI:** http://dx.doi.org/10.7554/eLife.02238.008

**Figure 2—figure supplement 3.**
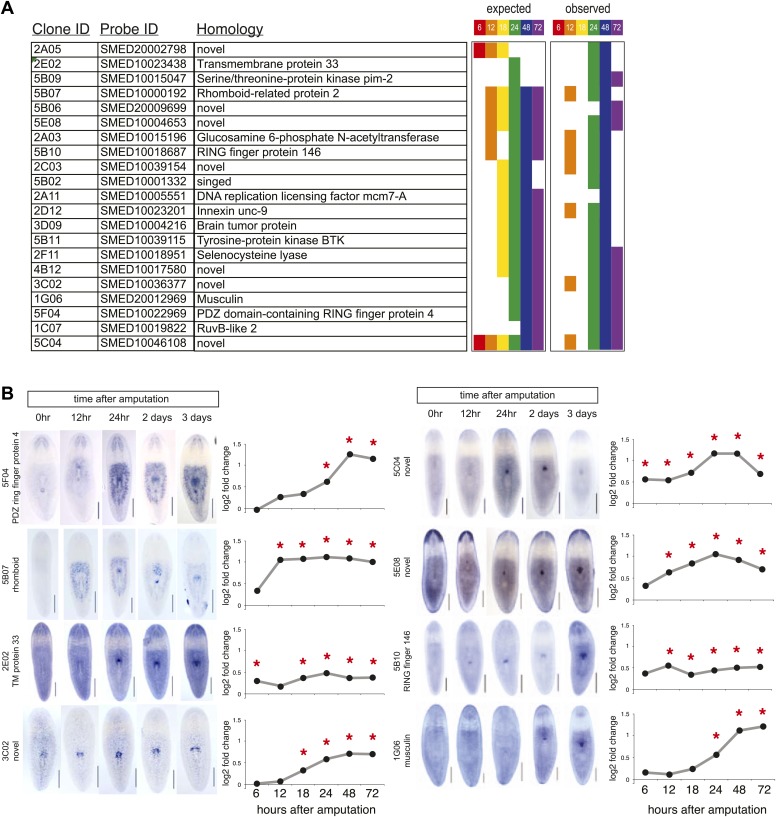
Validation of microarray by in situ timecourses. (**A**) Summary of 21/42 genes tested that showed regional expression increases after chemical amputation. Each timepoint on the microarray is represented by a unique color, to indicate significant upregulation in the microarrays at the indicated timepoints (adjusted P<0.05 and log2 fold change>0.4). Right panel summarizes results from whole-mount in situ hybridizations. 6 hr and 18 hr timepoints were not examined. (**B**) Selected in situ timecourses at specified times after amputation with the accompanying graph of microarray results. Asterisks highlight significance (adjusted P<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.02238.009

In planaria, amputation stimulates two characteristic waves of proliferation: within hours of any wound, mitotic events increase throughout the body, and 2 days later proliferation is localized to the wound (Baguñà, 1976; Wenemoser and Reddien, 2010). Because chemical amputation produces an internal wound but leaves the epithelium intact, we wondered whether it would elicit similar proliferation kinetics to other types of surgically-induced wounds. We quantified the number of mitoses in the animal during pharynx regeneration by staining planarians with an antibody recognizing phosphorylated histone H3 at serine 10 (Hendzel et al., 1997; Newmark and Sánchez Alvarado, 2000). In the first 24 hr after amputation, we observed a sharp but transient decrease in overall mitotic activity (Figure 2—figure supplement 2), presumably due to the metabolic suppression effects of sodium azide. Overall, body-wide mitotic activity did not significantly change as regeneration progressed (Figure 2C,D). However, mitotic activity in the vicinity of the wound site appeared to increase 24 hr after amputation, although this effect diminished as regeneration proceeded. To confirm this observation, we quantified mitoses in each of two defined regions: one around the wound site and one posterior to the wound site (Figure 2E, example in Figure 2C). Indeed, we found a significant enrichment of mitotic nuclei around the pharynx wound site, indicating that the proliferative response induced by pharynx removal generates a sufficiently powerful signal to induce and maintain proliferation where regeneration is necessary.

### Gene expression profiling of pharynx regeneration

We sought to define the molecular mechanisms driving pharynx regeneration by expression-profiling experiments. We designed custom oligonucleotide microarrays representing 43,806 predicted *S. mediterranea* transcripts and isoforms from various sources (Robb et al., 2008; Blythe et al., 2010; Adamidi et al., 2011). 

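RNA from a pool of 25 plugs per replicate was hybridized to 36 of these 2-color arrays, 9 slides with 4 arrays each, all scanned on the same day. Beside 1567 control spots, each array carried 43653 probes of 60 bases, assigned in the files to 43334 transcript names. RNA from plugs taken 6, 12, 18, 24, 48 or 72 hr after chemical amputation was labeled with Cy5, and RNA from plugs taken at 0 hr with Cy3. The dyes were never exchanged, so a probe that labels better in 1 dye carries the same bias at every time point. The arrays form 2 time courses with 3 replicates per time point, 18 arrays from unirradiated animals and 18 from animals whose labels give a dose of 10000 rad. The fold changes beside the paper's claims are those of the unirradiated animals, the time course given in Supplementary file 1A. The median probe signal above local background on the unirradiated arrays was between 30.1 and 60.4 intensity units in Cy3 (median 39.2) and between 25.1 and 90.7 in Cy5 (median 59.1). On the irradiated arrays it was between 20.7 and 45.6 in Cy3 (median 38.9) and between 20.1 and 87.2 in Cy5 (median 52.3). The scanner software called between 65.0% and 90.1% of the probes well above background in Cy3 on the unirradiated arrays, and between 51.2% and 83.3% in Cy5. On the irradiated arrays these shares were between 60.4% and 78.6% in Cy3 and between 48.0% and 73.9% in Cy5. The authors deposited the scanned intensities of every spot and a table of log2 ratios per array, and their methods name limma for loess normalization and for the p-values. The methods name no background correction. Here the scanned mean intensities were corrected with limma's normexp method (offset 50), and 935 spots that the scanner software marked as outliers were left out over all arrays. Each array was then normalized by loess. The authors' log2 ratios correlated with these values at 0.9967 or more on every array. One linear model with 12 group means was fitted to all 36 arrays, with limma's moderated tests and Benjamini-Hochberg adjustment within each time point. A positive log2 fold change means a higher signal after amputation than at 0 hr, and the number of arrays limits its precision. The median standard error over the probes was 0.08 at each time point.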

Based on our observations that pharynx regeneration triggered a localized stem cell proliferative response, we isolated a plug of tissue surrounding the pharynx wound site in order to enrich for those transcripts most directly relevant to this process (Figure 2F). 

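By the labels, the Cy3 reference on all 6 arrays of a series was 0 hr RNA of the same replicate and irradiation state. It is taken here as a single RNA per series, or 42 RNAs on the 36 arrays, which the labels do not state. Deviations of such an RNA would enter every time point of the replicate. In pairs of arrays with the same 0 hr RNA, the deviations from the group means correlated across probes with a median of 0.34, from -0.53 to 0.79. Between replicates of the same time point in unirradiated animals, the log2 ratios correlated across probes between 0.21 (replicates 1 and 2 at 6 hr) and 0.88 (replicates 1 and 2 at 72 hr). Probes are not independent replicates, so these correlations describe the arrays and carry no p. None of the 36 replicate pairs held identical values.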

We extracted RNA at specific times during a window of time up to 72 hr post-amputation, and compared these samples to plugs isolated immediately after amputation (time 0). Because we aimed to identify transcripts that were essential for the initiation of pharynx regeneration, we first focused on genes upregulated during the first 24 hr after amputation. During this window, 718 genes were enriched upon pharynx removal (log_2_ fold change>0.4, adjusted p<0.05) and we cloned 274 of these genes. 

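In the unirradiated time course, 708 probes were past both thresholds (log2 fold change above 0.4, adjusted p below 0.05) at 6, 12, 18 or 24 hr. At 6 hr 102 probes were past them, at 12 hr 208, at 18 hr 353 and at 24 hr 421. Of the 708 probes, 435 were past the thresholds at 1 of these time points and 28 at all 4. At 48 hr 329 of them were still past both thresholds, and 342 at 72 hr. With the mirror of the threshold, 761 probes were lower than at 0 hr in the first 24 hr, among them 462 at 24 hr. The largest increase at 24 hr was that of SMED10009651, which Supplementary file 1A lists as uncharacterized protein C31F10.17c, with a log2 fold change of 3.11 (standard error 0.08, adjusted p = 3.6e-21, higher in 3 of 3 replicates). SMED10038999, listed there as 39S ribosomal protein L14, rose by 2.80 (standard error 0.11, adjusted p = 2.5e-17, higher in 3 of 3 replicates). The log2 fold change of SMED10030166, which has no name in that file, was 2.28 (standard error 0.09, adjusted p = 1.1e-16, higher in 3 of 3 replicates). Median centring of the arrays in place of loess moved the count of 708 most, to 4563 probes, and the share of higher probes among all probes past a threshold in the first 24 hr from 48.2% to 97.7%. With the authors' own log2 ratios the same model gave 723 probes. Without replicate 2 the count was 270, without replicate 1 it was 485 and without replicate 3 it was 1054. The change of 308 of the 708 probes varied between the 6 time points (moderated F-test, adjusted p below 0.05), whereas a constant dye bias would add the same amount at each of them. For the other 400 probes a dye bias was not excluded. Of the 421 probes higher at 24 hr, 19 were among the brightest 1% of all probes, and in simulated data with a dye bias that bends with brightness, 29 of the 33 false calls at 24 hr were in that group.

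**Figure D1:**
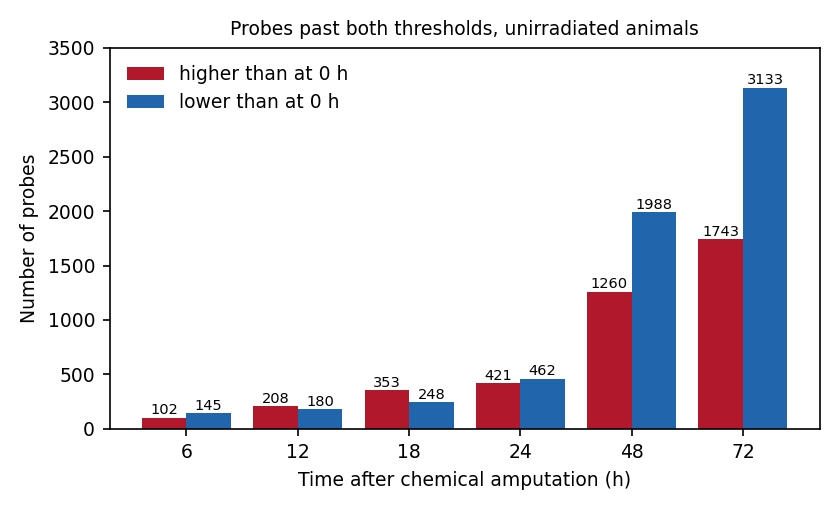
Number of probes past both thresholds at each time after chemical amputation in unirradiated animals (n = 3 arrays per time point), higher (red) or lower (blue) than at 0 hr. The numbers above the bars are the counts, which go from 102 higher and 145 lower probes at 6 hr to 1743 higher and 3133 lower probes at 72 hr.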

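At 48 hr 1260 probes were past both thresholds in unirradiated animals, and at 72 hr 1743 probes. Across all probes, the fold changes at 48 and 72 hr correlated at 0.89. These arrays are taken to share their 0 hr RNAs. In simulated arrays without any change the same correlation was 0.12, or 0.50 when 0.5 of the spread came from the 0 hr RNAs. Only this share was varied. A constant dye bias of the probes would also make time points correlate, so the value of 0.89 does not by itself show a response. Of the probes past both thresholds at both 48 and 72 hr, 686 were not past them at any earlier time point. Scaling of the log ratios to one spread on all arrays moved this count most, to 156. Under the p threshold alone, 1991 probes were higher at both 48 and 72 hr and not before. Without replicate 1, 2 or 3 in turn the count of 686 was between 410 and 808.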

We also cloned a second group of genes that were significantly upregulated at 48 and 72 hr after amputation, but not prior. An additional set of 82 genes were included based on consistent upregulation at both 48 and 72 hr after amputation, for a total of 356 genes (Supplementary file 1A).

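The early part of Supplementary file 1A has 274 entries for 273 probes and the late part 82 entries for as many probes, or 355 probes in all. Of the 273 early probes, 267 were past both thresholds in the first 24 hr in unirradiated animals, and the same number when adjusted over the list alone. Both counts rest on arrays that were also used to choose the list, so they are not independent evidence. Without replicate 2, 125 of the 273 probes were past the thresholds. The median log2 fold change of the early probes was 0.17 at 6 hr, 0.26 at 12 hr, 0.47 at 18 hr, 0.52 at 24 hr, 0.47 at 48 hr and 0.46 at 72 hr. All 82 late probes were higher at both 48 and 72 hr with an adjusted p below 0.05, over all probes tested and adjusted over the list alone. Of these, 60 were also above the fold threshold of 0.4 at both times. The median log2 fold change of the late probes was 0.20 at 24 hr, 0.45 at 48 hr and 0.59 at 72 hr. None of the 82 was past both thresholds in the first 24 hr, while 33 were higher with an adjusted p below 0.05 at 1 or more of these times, 30 of them at 24 hr. Seeking transcripts essential for the initiation of regeneration, the paper reasons that genes upregulated in the first 24 hr come first, and adds those upregulated later to form the set that it tested by RNA interference.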

To validate our microarray data, we examined the expression patterns of several upregulated genes during pharynx regeneration with whole-mount in situ hybridization. 

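Figure 2—figure supplement 3B graphs 8 of these genes on the arrays. Clone 5C04 (SMED10046108) had an adjusted p below 0.05 at all 6 time points, and its log2 fold change was 0.57 at 6 hr (standard error 0.13, adjusted p = 0.025) and 1.17 at 24 hr (standard error 0.13, adjusted p = 7.8e-07). When a replicate was left out, its adjusted p reached 0.32 at 6 hr, 0.28 at 12 hr and 0.11 at 18 hr, and stayed below 0.05 at the later times. SMED10004653, listed as a putative uncharacterized transmembrane protein, was past both thresholds from 12 hr on (at 12 hr with an adjusted p of up to 0.072 when a replicate was left out) and reached 1.06 at 24 hr (standard error 0.10, adjusted p = 6.1e-08). Musculin (SMED20012969) changed little until 18 hr, where its log2 fold change was 0.24 (standard error 0.11, adjusted p = 0.23), and was 1.21 at 72 hr (standard error 0.11, adjusted p = 2.2e-09). Clone 3C02 (SMED10036377) rose by 0.60 at 24 hr (standard error 0.07, adjusted p = 1.1e-06) and 0.71 at 72 hr (standard error 0.07, adjusted p = 1.4e-08). Clone 5B10 (SMED10018687) stayed between 0.33 and 0.55 at all 6 time points (standard error 0.09). Clone 2E02 (SMED10023438) exceeded the fold threshold at 24 hr alone, with 0.49 (standard error 0.06, adjusted p = 4.3e-06), although with median centring the log2 fold change of SMED10023438 at 12 hr was 0.55 (adjusted p = 0.017). Each of these genes was higher in 3 of 3 replicates at 24 hr. The signals at 0 hr were well above background on all 18 unirradiated arrays for each of them.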

We found that 21/42 of these genes showed distinct upregulation in the area around the regenerating pharynx, as expected (Supplementary file 1B; Figure 2—figure supplement 3). 

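On the unirradiated arrays, the probes of PDZ ring finger protein 4 (SMED10022969) and rhomboid (SMED10000192) were well above background in the 0 hr RNA on 18 of 18 arrays. The log2 fold change of PDZ ring finger protein 4 was -0.03 at 6 hr (standard error 0.14, adjusted p = 0.97) and 0.63 at 24 hr (standard error 0.14, adjusted p = 0.0062). At 48 hr it was 1.25 (standard error 0.14, adjusted p = 2.5e-07, higher in 3 of 3 replicates). The adjusted p at 24 hr was 0.14 without replicate 2. Rhomboid had a log2 fold change of 0.33 at 6 hr (standard error 0.10, adjusted p = 0.13) and 1.06 at 12 hr (standard error 0.10, adjusted p = 3.3e-07, higher in 3 of 3 replicates). From 12 to 72 hr it stayed between 1.01 and 1.12. When the log ratios were scaled to one spread on all arrays, the log2 fold change of SMED10000192 at 72 hr was 0.70, with an adjusted p of 0.26.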

Interestingly, expression of several of these genes was undetectable prior to amputation, but increased significantly afterward, mimicking the marked upregulation in transcription observed for wound-response genes (Wenemoser et al., 2012) and suggesting that chemical amputation does in fact stimulate a wound response. Two genes in this category (PDZ ring finger protein 4 and rhomboid) showed dramatic increases in the region surrounding the pharynx after amputation (Figure 2—figure supplement 3), suggesting that these cells may broadly respond to pharynx removal.

### RNAi screen identifies genes required for pharynx regeneration

Because the pharynx is required for ingestion of food, we developed an assay that measures the recovery of feeding behavior after selective pharynx removal as a rapid and quantitative method to gauge the extent of pharyngeal regeneration (Ito et al., 2001). When presented with food, planarians normally chemotax toward it and ingest it (Figure 3A). If the pharynx is missing or is incompletely regenerated, animals are unable to eat and will not attempt to swim toward the food, implying that the pharynx has a sensory role in stimulating movement towards food. Animals regained the ability to eat 7 days after amputation (Figure 3B), indicating that all of the tissues comprising the pharynx were present, functional, and integrated with the rest of the animal by this point in regeneration.

**Figure 3.**
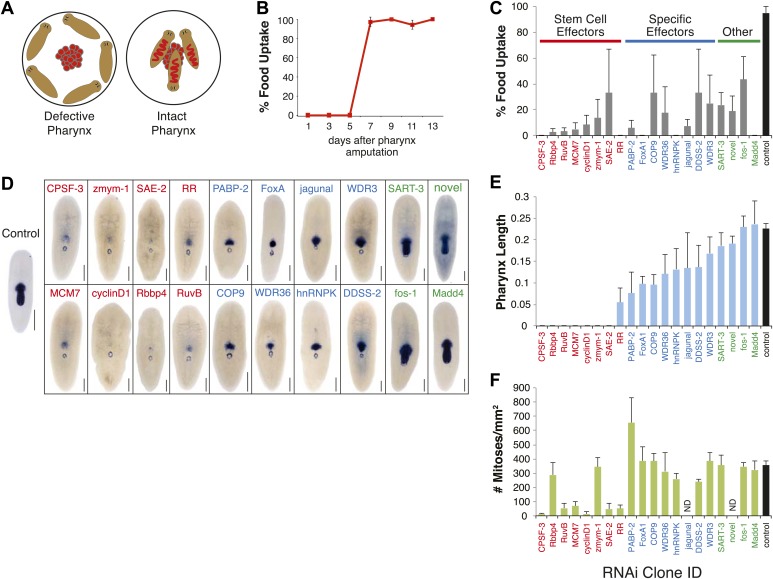
RNAi screen for genes affecting pharynx regeneration. (**A**) Schematic of feeding assay. (**B**) Animals recover ability to ingest food 7 days after chemical amputation. For each timepoint, n = 10 animals, repeated in triplicate. Error bars = SD. (**C**) Quantification of feeding behavior of RNAi-treated animals 10 days after amputation. Shown are averages of three independent experiments; error bars = SEM, n ≥30 animals. *Smed-laminin* in situ hybridization shows extent of pharynx regeneration defects in RNAi-treated animals. Scale bars = 250 μm. (**E**) Quantification of pharynx length in RNAi animals 11 days after amputation. For each bar, n = 6–10 animals; error bars = SD. (**F**) Mitotic activity of whole animals 3 days after pharynx amputation measured by phosphoH3-Ser10 staining. Error bars represent SD, and n = 8 animals for each condition. **DOI:** http://dx.doi.org/10.7554/eLife.02238.010

**Figure 3—figure supplement 1.**
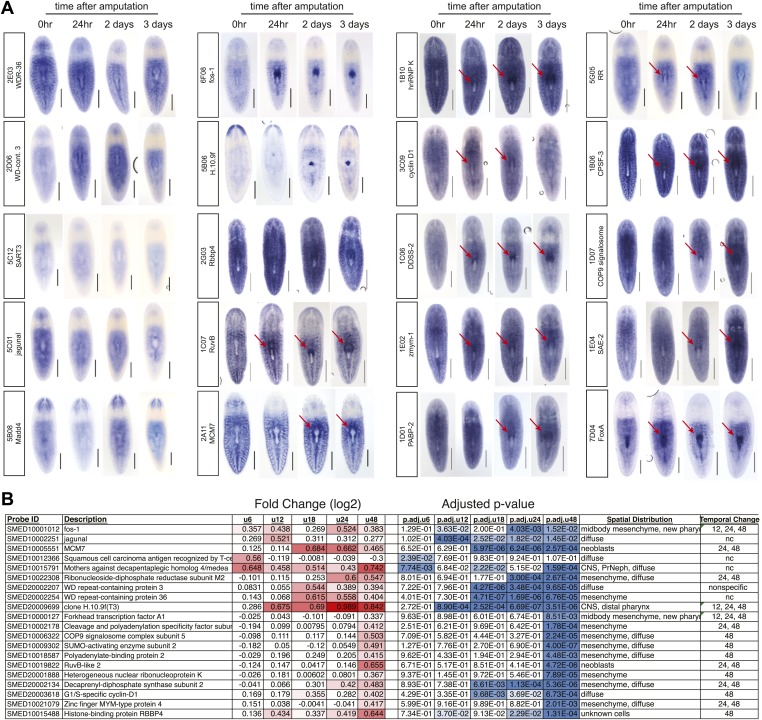
Candidate gene summary. (**A**) Whole-mount in situ hybridizations showing distributions of 20 candidate genes during pharynx regeneration. Red arrows highlight enrichment in mesenchyme surrounding the pharynx. Scale bars = 500 μm. (**B**) Summary of expression changes of candidate genes on microarray. **DOI:** http://dx.doi.org/10.7554/eLife.02238.011

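The 20 candidate genes were followed on the unirradiated arrays by their probes in Supplementary file 1A. At 6 hr 1 of the 20 was past both thresholds (Madd4), at 12 hr 4, at 18 hr 5, at 24 hr 6, at 48 hr 14 and at 72 hr 17. In all, 9 of the 20 were past them in the first 24 hr and 19 at 1 or more time points. With a replicate left out, none was past them at 6 hr, 0 to 2 at 12 hr, 3 to 5 at 18 hr, 4 to 6 at 24 hr, 10 to 16 at 48 hr and 14 to 17 at 72 hr, and 4 (without replicate 2) or 8 in the first 24 hr. SART-3 (SMED10012366) was not past them at any time point. Its log2 fold change was 0.26 at 6 hr (standard error 0.13, adjusted p = 0.46), from 2 of 3 replicates because the spot on the other array was an outlier, and -0.35 at 72 hr (standard error 0.10, adjusted p = 0.012, lower in 2 of 3 replicates). With outlier spots kept, its value at 6 hr was 0.56, with an adjusted p of 0.024. FoxA (SMED10000127) was unchanged within its error up to 24 hr, where its log2 fold change was -0.09 (standard error 0.09, adjusted p = 0.67). At 48 hr it was 0.34 (standard error 0.09, adjusted p = 0.0083, higher in 3 of 3 replicates), or 0.27 with an adjusted p of 0.14 when replicate 2 was left out. At 72 hr it was 0.41 (standard error 0.09, adjusted p = 0.0010, higher in 3 of 3 replicates). The FoxA probe was dim, with a mean 0 hr signal of 6.74 on the log2 scale, the lowest of the 20 after Madd4 (6.21). It was well above background at 0 hr on 18 of 18 arrays and after amputation on 17 of 18. The size of its fold change can therefore depend on the background correction. MCM7 (SMED10005551) rose by 0.68 at 18 hr (standard error 0.09, adjusted p = 5.8e-06) and by 0.83 at 72 hr (standard error 0.09, adjusted p = 3.4e-08), in 3 of 3 replicates at both times. With the processed signals of the scanner software, SMED10005551 had an adjusted p of 0.097 at 18 hr. Gene 5B06 (SMED20009699) had the largest increase of the 20 at 24 hr, 0.99 (standard error 0.11, adjusted p = 6.3e-07, higher in 3 of 3 replicates). Scaling of the log ratios took its adjusted p at 24 hr to 0.35. The signal of Madd4 (SMED10015791) was well above background after amputation on 18 of 18 arrays and at 0 hr on 4 of 18, so its calls and the size of its fold change depend on the background correction. The log2 fold change of Madd4 was between 0.43 and 0.98 at all 6 time points, and between 0.53 and 0.64 in irradiated animals. Without exchanged dyes, a constant dye bias of the probe was not excluded as part of it.

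**Figure D2:**
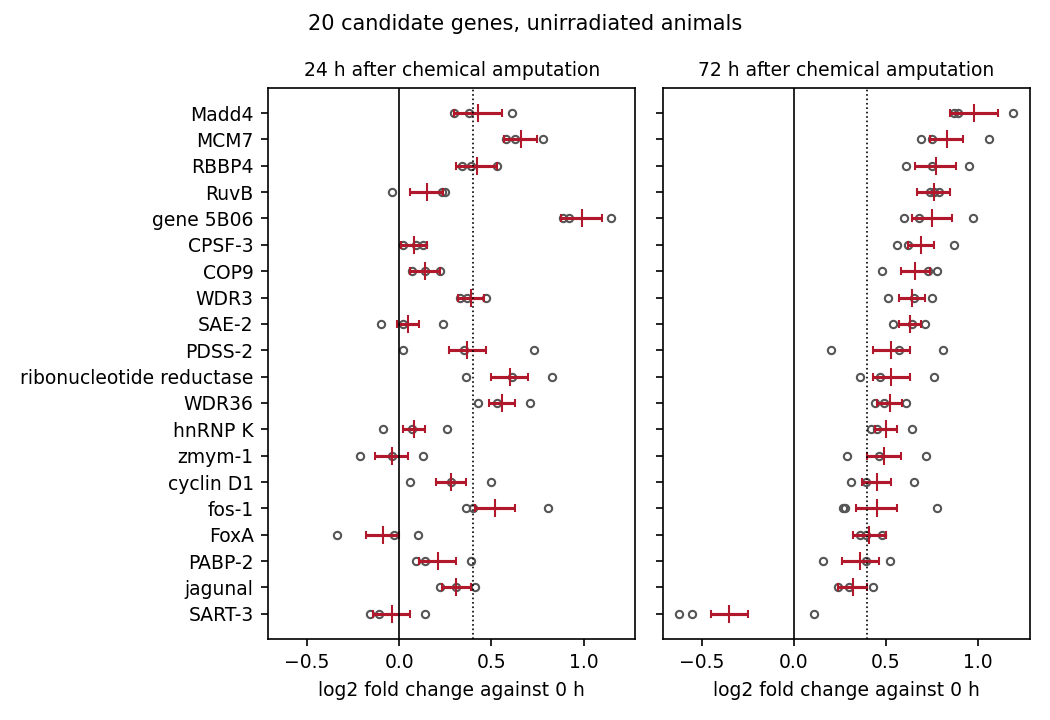
Log2 fold change of the 20 candidate genes 24 hr (left) and 72 hr (right) after chemical amputation against 0 hr in unirradiated animals, sorted by the value at 72 hr. Open circles are the replicate arrays (n = 3), red bars the mean with its standard error, and the dotted line marks the fold threshold of 0.4. At 24 hr the genes lie between -0.09 and 0.99. At 72 hr the genes other than Madd4, whose 0 hr signal is mostly near background, lie between -0.35 and 0.83.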

Using feeding behavior as a proxy for pharynx regeneration, we screened the 356 cloned genes by RNA-interference. We considered a 50% defect in food uptake as our initial threshold and identified 20 genes (5.6% of total) that caused reproducible defects in this assay upon knockdown (Figure 3C). Analysis of pharynx length by in situ hybridization with the pharynx marker *Smed-laminin* (Figure 3D,E) allowed classification of the RNAi phenotypes into groups (see below) with predicted functions during pharynx regeneration. In addition, we measured both the extent of regeneration after head and tail amputation (Table 1) and mitotic activity (Figure 3F).

**Table 1.** Summary of RNAi phenotypes **DOI:** http://dx.doi.org/10.7554/eLife.02238.012

RNAi ID	Full name	Abbr.	Putative function	Head/Tail Reg	Phx Length	Lysis?	Other phenotypes	*FoxA* expression	Reference
7D04	FoxA1	FoxA1	transcription factor	phx defective	+	–	dorsal spike	N/A	
5B08	Mothers against decapentaplegic homolog 4	Madd4	Bmp signaling	normal	+++	–	–	wt	
6F08	fos/BZIP transcription factor	Fos-1	immediate early gene	normal	+++	–	bump over pharynx	wt	Wenemoser et al., *Genes and Development*
5B06	novel	novel		normal	+++	–	–	wt	
1B10	Heterogeneous nuclear ribonucleoprotein K	hnRNP K	mRNA binding/p53 signaling	small blst	++	–	HR	*FoxA* OK; small phx	
5C01	jagunal	jagunal	ER organization, membrane trafficking	variable	++	+/−		partial	
3C09	G1/S-specific cyclin-D1	cyclin D1	phosphorylates and inhibits Rb	blst (−)	++	–		no *FoxA*	Zhu and Pearson, *Development*
2E03	WD repeat-containing protein 36	WDR36	glaucoma disease gene	small blst	++	–		aggregates	
5C12	Squamous cell carcinoma antigen recognized by T-cells 3	SART-3	snRNP complex/interacts with Ago proteins	small blst	++	–		aggregates	
2D06	WD repeat-containing protein 3	WDR3	unclear	small blst	++	–		aggregates	
5G05	ribonucleoside-diphosphate reductase M2	RR	deoxyribonucleotide biosynthesis	blst (−)	+	–		no *FoxA*	Eisenhoffer et al., *Cell Stem Cell*
2A11	DNA replication licensing factor MCM7	MCM7	MCM complex	blst (−)	+	–		no *FoxA*	
1D01	Polyadenylate-binding protein 2	PABP-2	3′ end processing of mRNA	blst (−)	+	+	curling	reduced FoxA; aggregates	
1C06	Decaprenyl-diphosphate synthase subunit 2	PDSS-2	required for biosynthesis of Coenzyme Q10	blst (−)	+	–	curling	reduced *FoxA*	
1D07	COP9 signalosome complex subunit 5	COP9	protease subunit of CSN complex	blst (−)	+	+		*FoxA* OK; small phx	
1B06	Cleavage and polyadenylation specificity factor 3	CPSF-3	3′ end processing of mRNA	blst (−)	–	–	curling	no *FoxA*	
2G03	Histone-binding protein RBBP4	RBBP4	associates with chromatin-regulatory complexes	blst (−)	–	+		nd	Bonuccelli et al., *J. Cell Sci.*; Wagner et al., *Cell Stem Cell*; Zeng et al., *JCB*
1C07	RuvB-like 2	RuvB	DNA helicase involved in Holliday junction formation	blst (−)	–	++		no *FoxA*	Labbe et al., *Stem Cells*
1E02	Zinc finger MYM-type protein1	ZMYM1	cell morphology regulation	blst (−)	–	+		no *FoxA*	Wagner et al., *Cell Stem Cell*
1E04	SUMO-activating enzyme subunit 2	SAE-2	SUMO ligase	blst (−)	–	+		no *FoxA*	

Phx Length:	normalized to control	Abbreviations
-	0–25%	nd = not determined
+	25–50%	blst = blastema
++	50–75%	HR = head regression
+++	75–100%	phx = pharynx
		Reg = regeneration

The first category of molecules we expected to uncover was general regulators of stem cell function (Figure 3C, Stem Cell Effectors), based on the requirement for neoblasts in regeneration. The RNAi screen identified eight genes that exhibited phenotypes consistent with a general function in stem cells. In addition to causing a strong inhibition of feeding and pharynx regeneration (Figure 3C,D), knockdown of these eight genes severely compromised regeneration (Table 1) and decreased mitotic activity (Figure 3F). Moreover, in situ hybridization for these transcripts demonstrated that they were expressed primarily in stem cells (Figure 3—figure supplement 1). These genes include ribonucleotide reductase (Eisenhoffer et al., 2008; Böser et al., 2013), the chromatin assembly factor Rbbp4 (Bonuccelli et al., 2010; Wagner et al., 2012; Zeng et al., 2013), the G1/S-specific cyclin D1 (Zhu and Pearson, 2013), the zinc finger-containing protein *zmym-1* (Wagner et al., 2012) and the RuvB DNA helicase (Labbé et al., 2012). Three other genes in this group have not been previously implicated in stem cell function in planarians. These genes include the DNA licensing factor MCM7, cleavage and polyadenylation specificity factor 3 (CPSF-3), and the Sumo-activating enzyme subunit 2 (SAE-2). Interestingly, SAE-2 was recently identified as a component of the stem cell proteome (Böser et al., 2013). Therefore, our screen captured phenotypes for novel stem cell genes, indicating that this strategy can successfully identify genes acting at discrete and early steps in the process of regeneration.

The next group of genes (Figure 3C, Specific Effectors) caused profound defects in feeding, but unlike the previous category, most of these animals produced some pharyngeal tissue (Figure 3C–E), indicating that pharynx regeneration was either delayed or stalled. The inability to feed was most pronounced following knockdown of the Forkhead transcription factor *FoxA* and the heterogeneous nuclear protein *hnRNPK*. Other genes that caused strong pharynx phenotypes included the poly-A binding protein PABP-2, a component of the ubiquitin proteasome COP9 signalosome complex (COP9), two WD-repeat containing proteins (WDR3 and WDR36), the ER membrane protein jagunal, and decaprenyl diphosphate synthase subunit 2 (DDSS-2). Overall, mitotic activity of the RNAi knockdown animals in this group was comparable to controls (Figure 3F), indicating that these genes were unlikely to affect general stem cell function. However, *PABP-2(RNAi)* animals exhibited elevated mitotic activity (Figure 3F), a phenotype observed in *EGFR1(RNAi)* and *p53(RNAi)* animals (Fraguas et al., 2011; Pearson and Sánchez Alvarado, 2010) and reflecting a failure of proliferative control of the stem cell population.

The final category of phenotypes (Figure 3C, Other) contains animals that fail to feed but regenerate full-length pharynges (Figure 3D,E). To accomplish successful feeding after pharynx amputation, animals need to retain the ability to properly sense food and move towards it. Because our screening strategy relied on feeding behavior, it allowed for the discovery of genes required for motility, chemosensation, or other defects in organ function that do not accompany obvious morphological defects. Indeed, we uncovered several genes in this category, including the immediate early gene fos-1, the SMAD protein Madd4, the RNA-binding protein SART-3, and a novel protein. Following knockdown, these animals regenerated pharynges indistinguishable from controls at the morphological level, and had normal levels of mitotic activity (Figure 3D–F). None of these knockdown animals exhibited motility problems, raising the possibility that these genes may be required for sensory function or for proper integration of the newly regenerated pharynx with the rest of the animal.

We then performed in situ hybridizations to determine the distribution of each of these transcripts during pharynx regeneration. Most of these genes demonstrated a striking upregulation in the vicinity of the pharynx as soon as 24 hr after amputation (Figure 3—figure supplement 1). Together, these results show that our combined approach of expression profiling followed by RNAi screening successfully identified genes that are functioning at different steps in the regeneration process.

### *Smed-FoxA* is required for regeneration of the pharynx but not other organs

Forkhead transcription factors are critical determinants of foregut development throughout evolution, in both protostomes (Mango, 2009) and deuterostomes (Fritzenwanker et al., 2004; Lee et al., 2005). Expression studies have demonstrated that the planarian homolog of FoxA1 localizes to the nascent pharynx during embryogenesis and regeneration (Koinuma et al., 2000; Martín-Durán and Romero, 2011), demonstrating that the transcript localizes to developing pharyngeal tissue. In our screen, after three doses of *FoxA(RNAi)*, animals developed a lesion on their dorsal side through which they subsequently ejected their pharynx (Figure 4A, 35/50 animals).

**Figure 4.**
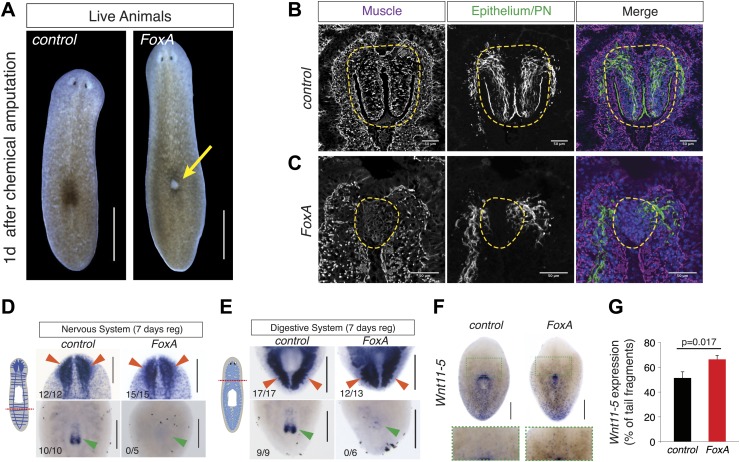
*FoxA* is required for pharynx regeneration. (**A**) *FoxA(RNAi)* animals develop dorsal lesions (arrow). (**B** and **C**) Confocal images of cryosections stained with antibodies recognizing muscle (α-Tmus), epithelial cells and protonephridia (α-acetylated tubulin), and nuclei (DAPI). Control (**B**) and *FoxA(RNAi)* animals (**C**) are shown 3 days after pharynx removal. Dashed green lines highlight the regenerating pharynx. (**D**) Tail fragments amputated at dashed red line regenerate brain tissue (*Smed-PC2*, red arrowheads) but not a pharynx (*Smed-PKD2*, green arrowheads). (**E**) Head fragments regenerate posterior intestinal branches (*Smed-porcupine*, red arrowheads) despite the absence of a pharynx (*Smed-PKD2*, green arrowhead). (**F**) Whole-mount ISH for *Wnt11-5* in *control* and *FoxA(RNAi)* tail fragments 7 days after amputation. Green boxes highlight insets shown below. (**G**) Ratio of *Wnt11-5* expression to total length of tail fragment. Significance determined by Student’s *t* test. Error bars = SEM. N = 14 fragments. Scale bars, (**A**), 500 μm, (**B** and **C**), 50 μm, (**D**–**F**), 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.013

**Figure 4—figure supplement 1.**
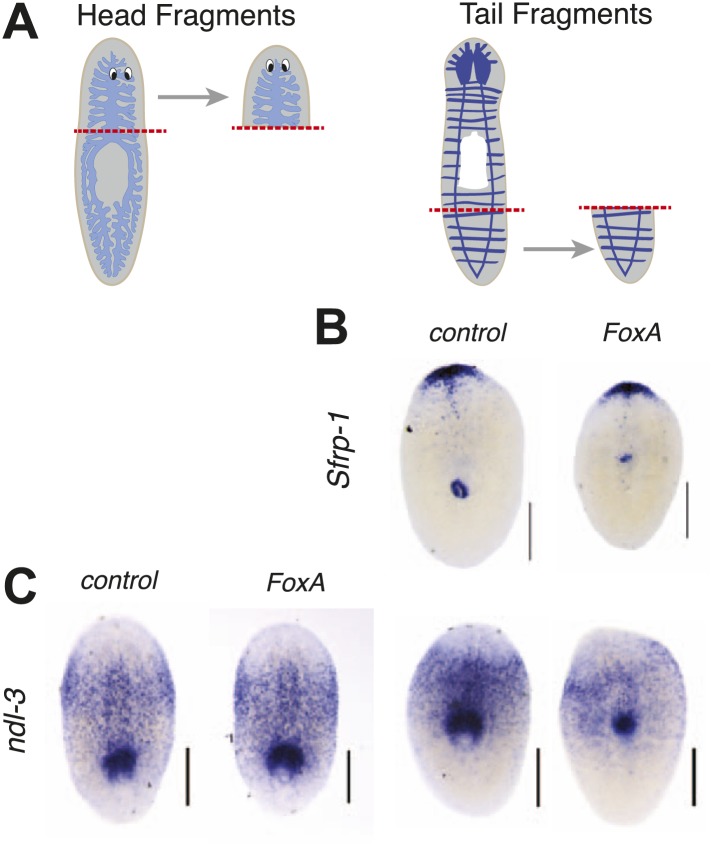
FoxA is not required for anterior/posterior patterning during regeneration. (**A**) Schematic of amputations. (**B** and **C**) Regenerating pieces shown 7 days after amputation. (**B**) Tail fragments showing distribution of the anterior marker *Sfrp-1*. (**C**) Head and tail fragments showing distribution of *ndl-3.* Scale bars = 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.014

To examine in greater detail the anatomical defects caused by *FoxA* knockdown, we analyzed the cellular architecture of the regenerated pharynx after chemical amputation. Three days after amputation, control animals had regenerated the arrayed muscle fibers covered by epithelial cells, along with the ciliated cells that extend to the distal tip of the pharynx (Figure 4B). By contrast, *FoxA(RNAi)* pharynges appeared as a disorganized mass of cells, lacking obvious muscle fibers and any epithelial covering (Figure 4C), indicating both a failure to produce the cells comprising the pharynx and to pattern them properly. This defect in specification suggests that FoxA is required for coordinating the differentiation of cell types comprising the regenerating pharynx.

Because chemical amputation selectively removes the pharynx without noticeably affecting other organs, we asked whether regeneration of other tissues required FoxA. Tail fragments normally regenerate heads containing a central nervous system, which can be stained with the neuronal markers *Smed-ChAT* and *Smed-PC2*, as well as a new pharynx. *FoxA(RNAi)* tail pieces successfully regenerated nervous system tissue that was indistinguishable from controls, but failed to form a new pharynx (Figure 4D). Conversely, head pieces normally regenerate posterior tissue containing two intestinal branches that extend posteriorly around the new pharynx (Figure 4E). *FoxA(RNAi)* head fragments had no defect in intestinal growth or patterning (Figure 4E), demonstrating that FoxA controls regeneration of the pharynx but not other organs. This is consistent with its role in other organisms as an organ-specific transcription factor.

Transverse amputation of planarians initiates re-patterning of tissues that re-establishes anterior/posterior polarity. Successful regeneration depends on the Wnt pathway and is accompanied by dynamic changes in expression domains of various transcripts (Gurley et al., 2008; 2010; Petersen and Reddien, 2008; 2009). To determine if FoxA is required for establishment of anterior/posterior polarity during regeneration, we examined the patterning of these markers in regenerating fragments. The anterior marker *Sfrp1* and the posterior marker *nou darake-like-3 (ndl-3)* were re-established properly 7 days after amputation in *FoxA* knockdown animals (Figure 4—figure supplement 1), indicating that FoxA is not required for specifying expression of these markers.

*Wnt11-5* (also known as *WntP2*) is expressed in a posterior-to-anterior gradient in planarians with its anterior boundary at the pharynx. Initially after removing large regions of the body during amputation, *Wnt11-5* expression is more uniform, but as regeneration progresses the gradient resets to its strong posterior-to-anterior bias (Petersen and Reddien, 2009; Gurley et al., 2010). This dynamic re-establishment does not depend initially on stem cells, but requires them indirectly for rescaling (Gurley et al., 2010). Interestingly, the expression of *Wnt11-5* in *FoxA(RNAi)* tail fragments does not reset the anterior boundary at the pharynx as sharply and reproducibly as controls (Figure 4F,G). However, *TOR(RNAi)* animals successfully reset the anterior *Wnt11-5* boundary despite their lack of a pharynx (Tu et al., 2012). Therefore, FoxA may participate in specifying the central body region or in regulating stem cells in the vicinity of the pharynx.

### FoxA restricts differentiation of stem cells into pharyngeal tissue

In adult planarians, *FoxA* is expressed strongly in the mature pharynx (Koinuma et al., 2000; Umesono et al., 2013), and in scattered cells in the mesenchyme surrounding the pharynx (Figure 5A). These cells were arrayed in a branched pattern reminiscent of neoblasts (Orii et al., 2005; Reddien et al., 2005b). We observed that after pharynx amputation, *FoxA*^*+*^ cells accumulated both in the nascent pharynx and tissue surrounding the pharyngeal pouch, adjacent to the wound site (Figure 5B, top row). This region contained the densest concentration of *FoxA*^*+*^ cells 3 days after amputation. Interestingly, this pattern was similar to the expression of 10 other genes from the screen (Figure 3—figure supplement 1). These results suggest the possibility that *FoxA*^*+*^ cells in the mesenchyme may represent pharyngeal progenitors and that our screen uncovered markers for this cell population.

**Figure 5.**
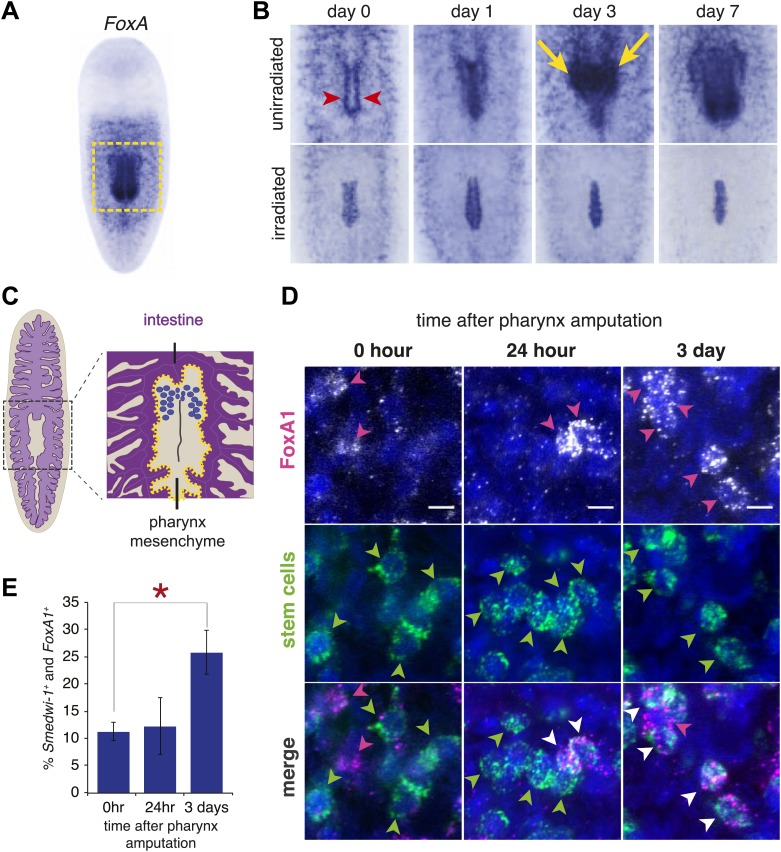
FoxA expression in neoblasts increases after amputation. (**A**) Whole-mount ISH for *Smed-FoxA* in intact animals. Boxed region highlights areas shown in (**B**). (**B**) *Smed-FoxA* expression in pharyngeal region during regeneration, in unirradiated animals (top) and lethally irradiated animals (bottom). Yellow arrowheads point to accumulation of *FoxA+* cells in mesenchyme surrounding pharynx and red arrows highlight pharyngeal pouch. (**C**) Schematic of mesenchymal pouch surrounding the pharynx, where *FoxA+* cells concentrate during regeneration. (**D**) Double-FISH with *smedwi-1* and *Smed-FoxA* at different times after pharynx removal. Arrowheads highlight positive cells. Scale bars = 10 μm. (**E**) Quantification of percentage of *smedwi-1+* cells that co-express *FoxA* during regeneration. For each timepoint, n = 100–150 *smedwi-1+* cells. **DOI:** http://dx.doi.org/10.7554/eLife.02238.015

Previous experiments combining partial irradiation of planarians with partial transection of the pharynx have localized pharynx progenitors to the mesenchyme anterior to the pharynx (Ito et al., 2001). To determine whether these cells were neoblasts or their descendants that might be incorporated into the regenerating pharynx, we lethally irradiated animals 2 days prior to pharynx amputation. Radiation exposure causes progressive loss of stem cells and their progeny by preventing the production of these cells, making it an effective strategy for identifying lineage relationships in planaria (Eisenhoffer et al., 2008). Radiation completely inhibited accumulation of *FoxA*^*+*^ cells and caused a depletion of the mesenchymal cells surrounding the pharynx (Figure 5B, bottom row). Expression of *FoxA* persisted for several days in the epithelial cells lining the pouch and in the central body region. This suggests that pharynx progenitors are neoblast-derived, *FoxA*^*+*^ cells; it also demonstrates that these progenitors localize to the regenerating pharynx rapidly after amputation.

Several transcription factors marking differentiated cell types including photoreceptors, protonephridia and neurons have been shown to initiate their expression in *smedwi-1*^*+*^ stem cells (Lapan and Reddien, 2011; Scimone et al., 2011; Cowles et al., 2013; Currie and Pearson, 2013), suggesting that in planaria, lineage decisions can be made within the dividing stem cell population. The expression of progenitor markers within the pluripotent stem cell population is indicative of heterogeneity of the neoblasts and is thought to contribute to the ability of planarians to regenerate all of their organs equally well (Reddien, 2013). Based on our observation that *FoxA* marks a population of irradiation-sensitive pharynx progenitors, we wondered if any or all of them were *smedwi-1*^*+*^ stem cells. We performed double fluorescent in situ hybridization with *FoxA* and *smedwi-1*. Although *FoxA* is expressed relatively weakly compared to *smedwi-1*, in intact animals we found a subset of *smedwi-1* cells that also expressed *FoxA* in the vicinity of the pharynx (Figure 5D). This result is consistent with FoxA being present in irradiation-sensitive stem cells.

One of the unanswered questions in planarian biology is how pluripotent stem cells sense the absence of particular organs and how they mount the appropriate regenerative responses to replace those organs. Pairing selective amputation of the pharynx with expression of progenitor markers in the stem cell population allows us to begin addressing this question. We quantified the percentage of *FoxA*^+^*smedwi-1*^+^ cells following pharynx amputation. Indeed, following pharynx removal, the percentage of *FoxA*^+^*smedwi-1*^+^ cells increased significantly, with the peak occurring 3 days after pharynx removal (Figure 5D,E). This result demonstrates that a specific, *FoxA*^+^ portion of the stem cell population responded to pharynx removal. Interestingly, when small fragments lacking a pharynx initiate regeneration (i.e., from head or tail amputation), they rapidly increase *FoxA* expression in the pharynx rudiment (Koinuma et al., 2000). Therefore, mesenchymal cells, even those residing in the anterior or posterior extremes of the animal, can be stimulated to express *FoxA* when regeneration of a pharynx is required.

### FoxA regulates differentiation of neoblasts into pharyngeal tissues

In *Caenorhabditis elegans*, *FoxA* is expressed in all pharyngeal precursors during embryogenesis (Mango et al., 1994). By contrast, in adult animals the expression fades, and *FoxA* is preferentially expressed in the intestine (Panowski et al., 2007). Embryonic expression studies in flatworms suggest that *FoxA* may not be expressed throughout the definitive organ once development is complete (Martín-Durán et al., 2010). To explore whether planarian *FoxA* is expressed throughout the regenerating pharynx, we performed double fluorescent in situ hybridization with markers for known subsets of pharyngeal cell types (muscle, neurons and epithelial cells). 3 days after amputation, when the pharynx has regenerated its cylindrical structure with regularly arrayed muscle fibers and concentrated neurons at its distal tip (Figure 4B), *FoxA* was strongly expressed in the epithelial cells and only weakly in the muscle cells and neurons (Figure 6A). Interestingly, as regeneration proceeded, *FoxA* expression in the epithelial cells diminished and became more pronounced throughout the interior part of the pharynx (Figure 6B), which is enriched for muscle and neurons. This expression data suggests that *FoxA* transcripts are present in several subtypes of pharyngeal tissue during regeneration and that expression may diminish once the organ is restored.

**Figure 6.**
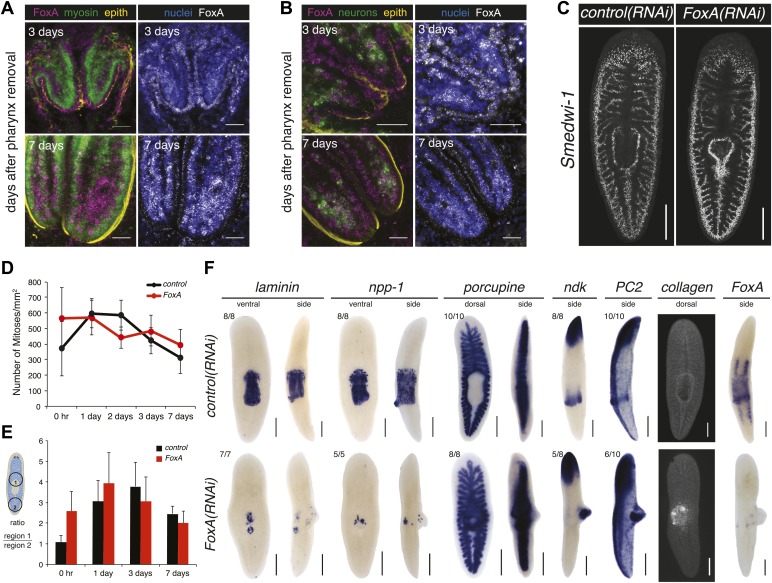
FoxA functions as a master regulator of the pharyngeal lineage. (**A** and **B**) Confocal images of animals stained for *FoxA*, *myosin* (muscle), *PC2* (neurons), α-acetylated tubulin (epithelial cells) and nuclei showing *FoxA* enrichment in epithelial cells 3 days after pharynx amputation, and shifting to mesenchyme 7 days after amputation. (**C**) Confocal images of *Smedwi-1* FISH (7 days after pharynx amputation) showing distribution of stem cells. (**D**) Body-wide phosphoH3-Ser10 staining in *FoxA(RNAi)* animals during pharynx regeneration. Error bars = SD. (**E**) Local phosphoH3-Ser10 staining during pharynx regeneration in *FoxA(RNAi)* animals. Error bars = SD. (**F**) Dorsal outgrowths in *FoxA(RNAi)* animals (day 20) lack pharyngeal tissue. Tissue-specific markers include: *laminin*, *npp-1* (pharynx), *porcupine* (intestine), *ndk*, *PC2* (neurons), *collagen* (muscle). In all images, anterior is up; in side views, dorsal is to the right. Scale bars (**A** and **B**) 50 μm, (**C**) 500 μm, (**F**) 250 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.016

**Figure 6—figure supplement 1.**
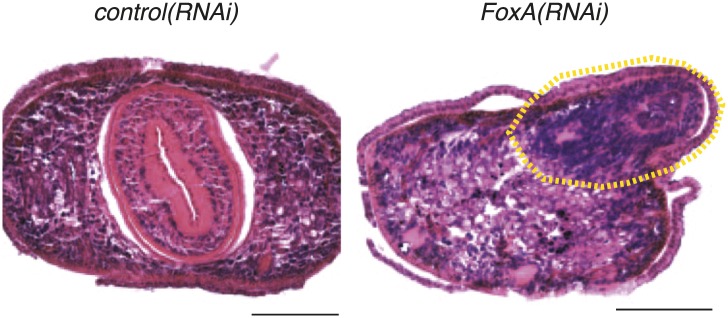
Dorsal outgrowths in *FoxA(RNAi)* are disorganized. Transverse sections of paraffin-embedded animals fixed 20 days after RNAi administration and stained with hematoxylin and eosin. Dashed yellow line highlights dorsal outgrowth. Dorsal is up. Scale bars = 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.017

Neoblasts produce all cell types required to replace missing or dying tissues during normal tissue homeostasis and in response to amputation (Pellettieri and Sánchez Alvarado, 2007; Reddien, 2011; Rink, 2012). One model for how this is accomplished is that upon amputation, cells direct their output into the particular lineages that need to be regenerated. Based on the expression of *FoxA* in the stem cells, we asked whether it was required for the early steps in regeneration, including maintenance of the neoblast population and stimulation of local proliferation (Figure 2). Examination of the pattern of *Smedwi-1*^*+*^ neoblasts showed that the overall distribution of stem cells was comparable in *FoxA(RNAi)* and control animals (Figure 6C), demonstrating that the neoblasts were not detectably affected by knockdown of *FoxA*. Consistent with this observation, body-wide and local proliferation during regeneration was indistinguishable from controls (Figure 6D,E) indicating that FoxA is not required for stimulation of proliferation.

The finding that *FoxA* is dispensable for proliferation highlights a key question about the phenotype. If neoblasts divide normally but fail to produce a pharynx, what is the ultimate fate of the division progeny produced by the stem cells? One possibility is that *FoxA* expression in the stem cells is required to direct the division progeny into pharyngeal fates. Interestingly, approximately 3 weeks after initiating RNAi, a pronounced dorsal outgrowth formed over the pharynx in 70% of animals (n > 100). Histological analysis of *FoxA(RNAi)* animals (Figure 6—figure supplement 1) demonstrated that this dorsal outgrowth lacked any recognizable anatomical features of control pharynges, such as radial symmetry or clear laminar structure.

Consistent with this observation, these dorsal outgrowths also failed to express either of two pharynx-specific markers (*Smed-laminin* and *Smed-npp-1*) (Collins et al., 2010) or the intestine-specific marker *Smed-porcupine* (Figure 6F), indicating that this aberrantly produced tissue does not acquire pharyngeal or endodermal fate. However, we did identify enrichment of neuronal markers (*Smed-PC2* and *Smed-ndk*) and the muscle marker *Smed-collagen*, which suggests that in the absence of FoxA, differentiation into neurons and muscle remains intact. To eliminate the possibility that this dorsal outgrowth is an incomplete pharynx formed by restoration of FoxA levels after the dsRNA inhibition has weakened, we examined *FoxA* expression 20 days after the final administration of RNAi, and found that it remained strongly suppressed (Figure 6F). Because these types of abnormal outgrowths were never observed in chemically amputated animals or in any other RNAi contexts, we conclude that FoxA likely acts to restrict differentiation of new tissues into the pharynx lineage.

### *FoxA* expression helps establish a molecular pathway for pharynx regeneration

FoxA appears to function specifically in a subset of stem cells to drive pharynx regeneration in adult animals. Based on its conserved functions controlling endoderm development in other organisms, we decided to use it as a landmark to dissect the function of novel genes uncovered in our screen and implicated in the pharynx regeneration pathway. Following amputation of the pharynx, *FoxA* is upregulated in the nascent pharynx and in the mesenchymal stem cells surrounding it (Figure 5B). We took advantage of this feature of FoxA to establish a molecular pathway for genes identified in our screen, reasoning that knockdown of genes functioning upstream of FoxA would inhibit accumulation of *FoxA*^*+*^ progenitors, while genes functioning downstream of FoxA would not affect *FoxA* distribution. Indeed, failure to accumulate *FoxA*^*+*^ cells was observed in irradiated animals (Figure 5B) and in *Smedwi-2(RNAi)* animals (Figure 7A), confirming that inhibiting stem cell function alters accumulation of *FoxA*^*+*^ progenitors.

**Figure 7.**
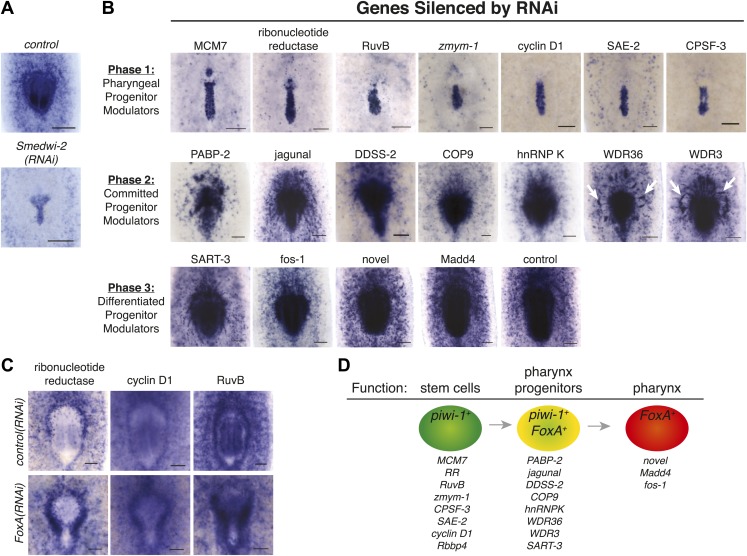
*FoxA* expression resolves a molecular pathway for pharynx regeneration. (**A**) *Smed-FoxA* expression 7 days after amputation in *Smedwi-2(RNAi)* animals. (**B**) *Smed-FoxA* expression 7 days after amputation following knockdown of the indicated genes. (**C**) Gene-specific in situ hybridization in *FoxA(RNAi).* (**D**) Model for molecular control of pharynx regeneration. Scale bars = 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02238.018

In situ hybridization of *FoxA* following RNAi knockdown of the remaining 19 candidate genes from our screen allowed clear categorization into distinct phases of pharynx regeneration. Based on the severe phenotypes of MCM7, ribonucleotide reductase, RuvB, cyclin D1, SAE-2, CPSF-3, and *zmym-1* in regeneration of head and tail structures after transverse amputation (Table 1), along with their enriched expression in stem cells (Figure 3—figure supplement 1), we had predicted that these genes were likely to act in stem cells. As expected, knockdown of these genes caused complete inhibition of *FoxA* progenitor accumulation, as well as a failure to maintain the mesenchymal population of *FoxA*^*+*^ cells (Figure 7B). Therefore, we conclude that this category of genes is required for the maintenance of pharyngeal progenitors, and confirmed that they function upstream of FoxA.

Knockdown of other genes caused significant, but less profound, defects in *FoxA* accumulation during pharynx regeneration. For example, *PABP-2(RNAi)* caused a severe decrease in the number of *FoxA*^*+*^ precursors accumulating in or around the pharynx (Figure 7B). Given the important role for translational regulation of planarian stem cell function (Solana et al., 2013), it is possible that PABP-2 (as well as CPSF-3) may act in stem cells or in their descendants. Knockdown of WDR3 and WDR36 caused an unusual distribution of *FoxA*^*+*^ precursors (Figure 7B, white arrows), with streams and clumps of *FoxA*^*+*^ cells present in the mesenchyme but directed toward the nascent pharynx. These phenotypes suggest the possibility that *FoxA*^*+*^ cells may be specified at a distance from the wound site, and then migrate towards it, and that WDR3 or WDR36 may function in either cell migration or maintenance of the pharynx regeneration program. Given the slight regeneration defects in head and tail regeneration caused by knockdown of WDR3 and WDR36 (Table 1), these genes may function broadly during regeneration of other organs. Knockdown of other genes (e.g., *Fos-1*, *Madd4*, and *SART-3*) caused subtle or undetectable defects in *FoxA* expression dynamics, suggesting that they function downstream of FoxA.

Our in situ hybridization timecourses demonstrated that expression of many candidate genes increased around the pharynx during regeneration (Figure 3—figure supplement 1). Because FoxA functions as a regulatory node in specifying pharynx regeneration, we analyzed the expression of candidate genes in *FoxA(RNAi)* animals to confirm their function either upstream or downstream of FoxA. This analysis was restricted to genes that showed clear expression changes in the vicinity of the pharynx during regeneration. Interestingly, ribonucleotide reductase, cyclin D1, and RuvB accumulated strongly around the nascent pharynx in *FoxA(RNAi)* animals (Figure 7C, white arrows), providing further evidence that in the absence of FoxA, stem cells are prevented from differentiating into the pharyngeal lineage.

## Discussion

Several major questions remain unanswered in planarian regeneration: how are stem cells stimulated to respond following amputation? How do stem cells differentiate into specific organs? How are newly regenerated organs integrated with the rest of the animal? To understand the molecular mechanisms driving these processes, we developed a method to selectively remove a single organ and combined this strategy with targeted molecular screens to identify key regulators of stem cell behavior and regeneration.

### Chemical amputation is an effective, reproducible and quantifiable paradigm for studying regeneration

Chemical amputation has several advantages over current surgical methods. First, the amount and types of tissues amputated is consistent among animals, stimulating the same regeneration program in each worm. Because planaria lack clear anatomical landmarks and vary in body proportion, surgical amputations are inherently variable among animals, removing different amounts of each tissue with each amputation. Second, chemical amputation produces wounds of exactly the same size, which normalizes both the extent of mitotic activity and the degree of apoptosis, both known to correspond directly with wound size (Pellettieri et al., 2010; Wenemoser and Reddien, 2010). Third, regeneration of the pharynx after chemical amputation can be quantified by measuring feeding behavior, facilitating rapid screens.

By reducing the complexity of amputation, we have simplified the challenge faced by neoblasts, requiring them to sense the absence of only one organ, and to channel their output into the pharyngeal lineage. This is in contrast to essentially all other types of surgical amputation performed in planaria, which introduce epithelial wounds and damage multiple underlying tissues that are broadly distributed throughout the body. Therefore, chemical amputation allows us to isolate the response of stem cells to the loss of a single organ in a potentially high-throughput, quantifiable manner.

### Expression profiling combined with functional analyses identifies genes acting in different stages of pharynx regeneration

Utilizing chemical amputation as a foundation for an RNAi screen, we were able to identify 20 genes that are required at multiple stages for pharynx regeneration, as measured by feeding behavior. However, given the small size of this screen, we have probably uncovered only a portion of the genes acting at each stage of pharynx regeneration. For example, two of these genes (Rhomboid and PDZ ring finger 4) were undetectable immediately after amputation, but strongly upregulated 12–24 hr later (Figure 2—figure supplement 3B). Even though these genes failed to produce an RNAi phenotype, their specific transcriptional activation after wounding indicates that mechanisms exist that allow animals to distinguish between homeostatic versus regenerative events. Nonetheless, we uncovered a pharyngeal regeneration molecular pathway for genes identified in this screen (Figure 7D).

Pharynx regeneration begins with activation of stem cells, an increase in expression of a pharynx-specific progenitor marker, and migration of these progenitors to the blastema. Some of the basic mechanisms driving regeneration (e.g., stem cell proliferation) are likely shared between the pharynx and other organs, and we identified several genes in this category, including ribonucleotide reductase, MCM7, and CPSF-3. In addition, we expected to identify genes specific to pharynx regeneration, and we identified at least one gene (*FoxA*) that appears to be highly specific for this organ. Interestingly, in *C. elegans*, the DNA helicase RuvB functions in a genetic pathway with FoxA to regulate pharynx organogenesis (Updike and Mango, 2007). Our results demonstrate that in planaria, RuvB is required for stem cell function, but it may also play a role in properly specifying progenitors during regeneration. A further category of genes identified were those that potentially affect the migration of progenitors into the nascent pharynx (WDR3 and WDR36), highlighting the fact that migration of stem cells and/or their progeny is an essential step in pharynx regeneration.

### Embryonic factors are deployed in adult animals to regulate pharynx regeneration

FoxA functions as a pioneer transcription factor, opening chromatin due to its structural similarity to linker histones and activating transcription of endoderm-specific genes (Cirillo et al., 2002; Gaudet and Mango, 2002; Eeckhoute et al., 2009). Although it has been previously characterized in development and cancer (Lupien et al., 2008), our study represents the first indication that FoxA functions in regeneration. FoxA is known to define organ identity during development (Gaudet and Mango, 2002) and to directly modify chromatin structure (Cirillo et al., 2002), leading to a hypothesis that during planarian regeneration, FoxA plays an analogous role. Because *FoxA(RNAi)* animals still established expression of anterior/posterior patterning molecules and regenerated head and tail structures normally, we conclude that FoxA is not required for regenerating or patterning organs besides the pharynx. We note, however, that some expression of pan-pharyngeal markers is maintained in *FoxA(RNAi)* animals, raising the possibility that organ specification is only partially compromised. Although this may be due to incomplete knockdown of *FoxA*, alternatively, it may reflect a block in differentiation of pharyngeal tissue, which requires FoxA activity.

The pharynx consists of neurons, muscle, mesenchyme, and epithelial cells, but lacks neoblasts. Each of these differentiated tissues has a distinct morphology and identity from the rest of the animal, suggesting that these different cell types may share a common pharyngeal identity. Based on our results, it is possible that FoxA may act to initiate the pharynx differentiation hierarchy to establish organ identity during regeneration, with additional layers of cell-specific differentiation occurring later. *FoxA* mRNA was expressed in multiple tissue types as regeneration progressed, suggesting that *FoxA* activation in stem cells is the first step toward differentiation of several pharynx-specific cell types. However, the exclusion of stem cells from the pharynx indicates that a boundary within the mesenchyme prevents pluripotent stem cells from invading this organ. *FoxA* expression bridges this spatial boundary.

### *FoxA* defines a subpopulation of stem cells necessary for pharynx regeneration

Our data demonstrate that *FoxA* transcript is present in the stem cell population, like other transcription factors that are critical for brain, photoreceptor, and excretory system development in planaria (Lapan and Reddien, 2011; Scimone et al., 2011; Cowles et al., 2013). However, in the case of pharynx regeneration, we can monitor the percentage of *FoxA*^*+*^ stem cells in response to complete organ amputation, demonstrating that the stem cell population alters its output in response to organ amputation. The patterning and regeneration that occurs after amputation implies that signaling within the animal provides instructive cues guiding neoblast differentiation into particular fates. An interesting question raised by this work is how *FoxA* expression is triggered in stem cells. In other animals, FoxA recruitment to chromatin is controlled by trans-acting factors including T-Box, GATA, and lef transcription factors (Mango, 2009), and these types of proteins may function cell-autonomously in neoblasts.

Alternatively, signals acting distantly from the neoblasts are likely to stimulate *FoxA* expression in neoblasts. One possibility is that these signals originate in the pharynx, and normally limit the production of *FoxA*^*+*^ stem cells. These kinds of molecules, known as chalones and best typified by myostatin/GDF11 (Bullough, 1965; McPherron et al., 1997), have been characterized in mammalian muscle and are thought to limit organ size in adult animals. In planarians, induction of supernumerary pharynges or engraftment of transplanted pharynges only occurs at a distance from the resident pharynx, suggesting that an inhibitory activity is present in the peripharyngeal region (Ziller-Sengel, 1967a, 1967b; Schilt, 1972). Gaining a molecular handle on these aspects of whole-body regeneration will enhance our understanding of organismal homeostasis in animals.

In sum, our findings uncovered a new role for FoxA in adult animal regeneration and demonstrates that our organ-selective screening strategy can identify genes with distinct and specific functions during regeneration.

## Materials and methods

### Chemical amputation and tricaine anesthetization

Pharynges were removed from animals 4–5 mm in size, and starved for 7 days. Planarian water was replaced with 100 mM sodium azide (diluted in Montjuïc water). After 5–7 min, the pharynx was visibly extended out of the body. Vigorous pipetting often dislodged the pharynx from the body; if necessary, fine serrated forceps (#5441; Ted Pella, Reading, CA) were used to remove the pharynx, followed by several washes in Montjuïc. For tricaine treatment, 2 g/l tricaine was diluted in 10 mM Tris pH 7.5. Animals soaked in tricaine display their pharynx but never eject it.

### Worm care and irradiation

*Schmidtea mediterranea* asexual clonal line CIW4 was maintained and used as previously described (Newmark and Sánchez Alvarado, 2000). Animals were exposed to 6000 or 10,000 rads on a GammaCell 40 Exactor irradiator.

### Plug isolation, RNA extraction and microarray

At specified times after amputation, plugs were extracted using 1 mm microcapillary pipets (FHC, catalog # 30-30-0, Bowdoin, ME), and transferred directly into Trizol (Life Technologies, Grand Island, NY) using a mouth pipet. For each replicate, 25 plugs were homogenized together, and then chloroform-extracted. The pellet was then precipitated with isopropanol, washed, and resuspended in water. RNA was then purified on an RNEasy column with DNase-treatment (Qiagen, Germany).

The experiment was performed in triplicate. RNA quality was assessed on a Bioanalyzer 2100 machine (Agilent, Santa Clara, CA). Starting with 100 ng total RNA, amplification and labeling with Cy3 or Cy5 was performed using the Low Input Quick Amp Labeling Kit Two-Color from Agilent Technologies (#5190-2306). Custom Agilent 4x44k arrays with design id: 033226 were hybridized according to the manufacturer protocols, and scanned on an Agilent G2505C scanner. Data was analyzed in the R environment using the Limma library (Smyth, 2004) for loess normalization and calculation of p-values between treatments. p-values were adjusted for multiple hypothesis testing by the method of (Benjamini and Hochberg, 1995). The data have been deposited in GEO with accession number: GSE56181.

### Cloning, RNAi screening, and feeding assay

Primers with overhangs homologous to pPR-T4P vector (J Rink) were used for PCR amplification from a cDNA library generated with SuperScriptIII (Life Technologies). PCR products were treated with T4 polymerase, mixed with linearized vector (digested with *SmaI* and treated with T4 polymerase) and incubated for 15 min at room temperature. Ligations were transformed directly into *Escherichia coli* strain HT115, then verified by PCR and sequencing. For screening, overnight cultures of individual cDNAs were grown in 2XYT, and 2X RNAi food was prepared (30 ml bacterial culture was pelleted and resuspended in 150 µl 3:1 liver:water paste). 15 animals were fed three times, 3 days apart, and amputations were done the following day. Feeding assays were performed 9 days after amputation. All RNAi experiments used this same timing strategy, with day 0 representing the time of amputation. Sequences of genes used in this study are deposited in GenBank with accession numbers KJ573350-KJ573369.

For the feeding assay, animals were transferred into a new petri dish and kept in the dark for at least an hour. Diluted liver paste consisting of approximately 4:1 liver:planarian water and 20 µl red food coloring was mixed and 25 µl was pipetted into the petri dish. Percentage of animals with red intestines were scored after approximately 30 min food exposure. For *FoxA(RNAi)*, we used 4X RNAi food (100 ml overnight culture resuspended in 250 µl liver paste).

### In situ hybridizations, immunohistochemistry, and image quantification

In situ hybridizations used the protocol in Pearson et al. (2009) for colorimetric development and the protocol in King and Newmark (2013) for fluorescent development except that animals were fixed for 45 min in a solution containing 4% PFA, 0.5% Triton X-100, and 1X PBS. For mounting, we soaked fluorescently stained animals overnight in modified Sca*l*eA2 solution for improved optical clarity (Hama et al., 2011) containing 40% glycerol, 2.5% DABCO (Sigma–Aldrich, St. Louis, MO) and 4M urea. For cryosectioning and immunohistochemistry, after completion of WISH animals were fixed overnight at 4°C in 4% paraformaldehyde (in PBS), washed three times in PBS, equilibrated in 30% sucrose, frozen in OCT and cryosectioned (10 µm thick). To stain sections, slides were incubated in 1X Powerblock (Biogenex, Fremont, CA) for 30 min, then incubated with rabbit monoclonal acetylated tubulin at 1:1000 (#5335; Cell Signaling Technology, Danvers, MA) and Tmus (kind gift of Rafael Romero, used 1:1000) for at least 1 hr, and developed with Alexa-conjugated secondary antibodies diluted 1:1000 (Abcam, Cambridge, MA). All antibodies were diluted in Antibody Diluent Solution (Life Technologies). Anti-H3Ser10Phos (Millipore, Billerica, MA) was used at 1:1000 and developed with Alexa-conjugated goat anti-rabbit secondary antibodies (150086; Abcam).

For hematoxylin and eosin staining, animals were fixed overnight at 4°C in 4% paraformaldehyde (in PBS), then washed 3X in PBS and dehydrated by an ethanol series through washing in 30%, 50%, 70%, 80%, 95%, and 100% ethanol (7 min each). To embed in paraffin, animals were soaked in ethanol with 5% glycerol, washed in xylene (7 min) and clear-rite (2 × 7 min), and soaked in paraffin (2 × 14 min, then 2 × 30 min). After serial sectioning (10 µm thickness), slides were heated to 60°C for 20 min, deparaffinized with three 2-min washes in xylene, washed 3 × 1 minute in 100% ethanol, then 80% ethanol, rinsed in tap water, and then incubated 30 s in hemalast, 2 min in hematoxylin, rinsed 2 min in tap water. Staining utilized the Leica Infinity system and was performed in a Leica Autostainer.

Colorimetric WISH images were captured on either Zeiss Lumar or Leica M205 stereoscopes. Confocal images were captured on a Zeiss LSM510-VIS inverted microscope with a 20X or 40X objective. For quantification of phosphohistone H3, full slide or individual worm tiled image sets were acquired on a Perkin Elmer Ultraview spinning disk microscope. Stitching was performed using stitching plugins in FiJi with customized batch processing macros or wrapper plugins where necessary. Custom plugins were used to segment the DAPI labeled worms and the ‘Find Maxima’ function was used to count spots, both wrapped in batch processing macros. All macros and plugins are available at https://github.com/jouyun.

How the deposited data were processed for this re-analysis (not part of the article)

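The series holds 36 custom 2-color arrays of *Schmidtea mediterranea* plugs, 3 replicates at each of 6 times after chemical amputation in unirradiated and in irradiated animals, each hybridized against 0 hr plugs of the same replicate and irradiation state. Each replicate pooled 25 plugs. The labels give a dose of 10000 rad for the irradiated arrays, and neither the labels nor the paper's text says how long before amputation those animals were irradiated. No array had the dyes exchanged. Arrays of irradiated animals always lay at other places on a slide than arrays of unirradiated animals, so place and irradiation go together.

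The files give intensity values that the authors deposited as the scanner software wrote them (Feature Extraction 10.5.1.1): the mean signal and the median local background of every spot in each dye, and processed signals from which the software had subtracted background, removed spatial trends and balanced the dyes. The deposited log10 values of these files are ratios of the processed signals, made by the same software, and were not used here. The deposited table of log2 values holds Cy5 over Cy3 per spot and array, which the authors normalized by loess in limma according to the paper's methods. The paper's text names no background correction and no treatment of outlier spots. The authors' log2 values correlated at 0.9967 or more with the values computed here for the same array, with slopes between 0.9930 and 1.0003 and a largest difference of 1.85. No other array's values correlated with any column of that table above 0.877.

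From the mean and background intensities, log2 ratios were computed in R 4.3.3 with limma 3.58.1 (normexp background correction with an offset of 50, control spots then left out, loess within each array). Spots marked by the scanner software as not uniform or as population outliers (935 in all, of which 440 on the array of irradiated replicate 3 at 48 hr and 192 on that of unirradiated replicate 2 at 6 hr) got no weight in the loess fit and were then left out. One linear model with 12 group means was fitted to the 43653 probes, with empirical Bayes moderation and Benjamini-Hochberg adjustment over all probes within each contrast. Each adjusted p beside a fold change is from this limma model, and its standard error is the model's. A probe was counted as higher when its log2 fold change was above 0.4 and its adjusted p below 0.05, the paper's thresholds, and as lower in the mirror case. Probes, not genes, were counted, and 707 distinct transcript names stood behind the 708 probes higher in the first 24 hr. The moderated spread had 24 residual and 4.36 prior degrees of freedom. One probe had too few spots for every group mean.

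The changes from 0 hr in irradiated and unirradiated animals were compared by a moderated F-test over the 6 differences between them, in which a probe's constant dye bias cancels. The 0 hr RNAs of irradiated and unirradiated animals were never on the same array. They were compared through their Cy3 intensities after loess and quantile normalization of the average intensities (limma's Aquantile). Means were taken over the 6 arrays of each series, which were taken to hold the same 0 hr RNA, 3 RNAs against 3. Where a probe was at background on all arrays of a group, fold changes were given as lower bounds, from the lowest intensity at which a probe of the array was called well above background.

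The signals of a typical probe were low: the median signal above local background was 39.2 intensity units in Cy3 and 59.1 in Cy5 on the unirradiated arrays, and the share of probes well above background had a median of 73.6% in Cy3 and 70.0% in Cy5 there, and of 71.7% and 66.7% on the irradiated arrays. Values of probes at background depend on the background correction.

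The genes named were fixed before the data were examined: the 20 candidate genes of the paper, the 8 genes graphed in Figure 2—figure supplement 3B, and for each of 5 contrasts the 3 probes with the largest absolute change past the p threshold and with the same sign in every replicate. The tests, the comparisons and most alternatives were also set before the data were examined: no background correction, the scanner software's processed signals, the authors' log2 values, median centring in place of loess, log ratios scaled to one spread on all arrays, only probes well above background on 3 or more arrays, outlier spots kept, the slide or the 0 hr RNA as a random block, replicate number as a fixed block, a single adjustment over the time points, the 18 arrays of 1 state alone, each replicate left out, and transcript names in place of probes. For the 0 hr comparison they were Cy3 signals scaled to their median or quantile-normalized, no background correction, a filter on dim probes, each replicate left out and a replicate block. A fixed block for the slide, the first component of the residuals as a covariate and a 0 hr comparison without the slides of 18 and 24 hr were added after the data had been seen.

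The code was tested on simulated arrays with 200 changed probes among 43653. Their spread was drawn independently for each probe, without the component that many probes of the real arrays have in common. Of these, 93.5% were recovered in the comparison of 24 hr with 0 hr, 71.5% in the F-test between the states and 98.5% in the 0 hr comparison, with a simulated dye bias that bends with brightness. All 200 had the right direction in each comparison. Unchanged probes made up 15.0% of the calls at 24 hr (33 probes, 29 of them in the brightest 1%), 13.9% of the calls of the F-test (23 probes) and 0.505% at 0 hr. Without a simulated dye bias these shares were 2.09%, 12.5% and 1.00%. In the real arrays, 19 of the 421 probes higher and 22 of the 462 probes lower at 24 hr were in the brightest 1% (437 probes), so part of these can be false calls of this kind. Limits on the number of recovered and false calls in this test were dropped after the F-test had fallen short of one of them, and the random draw was then changed. The checks kept were those of direction and size.

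In situ hybridization, RNA interference and feeding assays have no values in these files and were not analysed here.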

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

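In this part, the tests of a dye bias in both irradiation states, of a gradient along the slide, of the place on the slide for single genes and of the loss of dividing cells were chosen after the result had been seen, and the other tests before.

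The paper reports no array result for irradiated animals and none for genes that fell. In irradiated animals, 633 probes were higher and 724 lower than at 0 hr in the first 24 hr, by the thresholds of the unirradiated time course, where 761 probes were lower. In irradiated animals 150 probes were higher at 6 hr, 277 at 12 hr, 351 at 18 hr, 242 at 24 hr, 1183 at 48 hr and 1215 at 72 hr. Of the 633 probes, 316 were also among the 708 that were higher in unirradiated animals, where independent lists would share 10.3, and 306 probes were lower in both states. Signal near background does not account for the lower probes, since 681 of the 761 in unirradiated and 625 of the 724 in irradiated animals were well above background in both dyes on all 36 arrays. Among the 316 probes higher in both states, the change of 209 varied between time points by a moderated F-test, and among the 708 probes of the unirradiated arrays the change of 308 did. That argues against a constant dye bias as the whole cause for these probes. For 107 of the 316 and for 400 of the 708 probes, a dye bias and a response cannot be told apart, since no array had the dyes exchanged. With the signs of whole replicates reversed, 1 of the 4 arrangements in each state gave as many calls as the real one, the real one itself, and 4 arrangements are by themselves too few to exclude chance. Without replicate 2 the count of higher probes was 270 in unirradiated and 214 in irradiated animals, and that of lower probes 221 and 160. With median centring, 1134 probes were lower in irradiated and 108 in unirradiated animals, and 98 of the 724 and 76 of the 761 probes were among them. A response to amputation that irradiation does not remove may account for part of the 209 probes, which is a hypothesis found on the same data.

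In the 0 hr RNAs, 1976 probes differed between irradiated and unirradiated animals, 1802 of them lower and 174 higher in irradiated animals, in a comparison that the paper does not report. The median difference over all 43653 probes was 0.015 on the log2 scale. The largest differences were those of SMED10021644 (-7.91, standard error 0.15, adjusted p = 5.2e-06), SMED10016493 (-7.07, standard error 0.11, adjusted p = 2.4e-06) and SMED10022150 (-6.84, standard error 0.10, adjusted p = 2.1e-06), each lower in 3 of 3 replicates by number. Their irradiated signals were well above background on 5, 14 and 5 of 18 arrays, so these sizes depend on the background correction. MCM7 was at background on all 18 irradiated arrays and on none of the 18 unirradiated arrays, which makes it at least 8.59-fold lower in irradiated animals at 0 hr, against the lowest intensity called well above background. A gradient along the slide that lowers the second array (irradiated) against the first (unirradiated) would lower the third (unirradiated) further. For the 1802 lower probes, the third array instead lay above the second by a median of 0.65, and the first above the second by 0.63, which argues against a gradient. Other effects of the place on the slide cannot be told apart from irradiation for most of these probes, because each place held animals of 1 state alone. To explain differences as large as those of the 3 probes above and MCM7, such an effect would have to take their signal to or near background and leave 18882 probes well above background in both dyes on all 36 arrays. The 8 genes that the paper groups as stem cell effectors (Figure 3C) had a median difference of -0.85 and were all lower, 6 of them past the adjusted p threshold over all probes and 8 when adjusted over the list alone. The study chose these genes partly on these arrays, so the list is not independent evidence. MCM7 at its bound is still the lowest of the 8, which leaves the median as it is. The drop is not confined to this group: of the 12 other candidate genes, whose median difference was -0.23, 5 were lower past the adjusted p threshold (PABP-2 -1.42, WDR3 -1.12, WDR36 -0.91, hnRNP K -0.49 and PDSS-2 -0.39) and none higher. For the 8 stem cell effectors, 10000 random lists of probes of like brightness were drawn. None had a median as low as -0.85, and the lowest was -0.45. Of 32 named probes, 8 lost their call at 0 hr with Cy3 scaled to its median and 2 with quantile normalization alone, and none past the threshold changed its direction. Loss of dividing cells between irradiation and 0 hr is a candidate explanation, and how long before 0 hr the animals were irradiated is not stated. Among the 10 splits of the 6 RNAs into 3 and 3, the real split was the 1 with the most calls, and 10 splits are by themselves too few to exclude chance. The count was 637 with Cy3 scaled to its median without loess, with 636 of these probes among the 1976. Without replicate 2 it was 401 (397 lower, 4 higher), without replicate 3 651 (625 lower, 26 higher) and without replicate 1 3904 (2234 lower, 1670 higher), so the balance of directions rests on replicate 1. On the irradiated arrays of replicate 1 the median Cy3 signal was between 20.7 and 27.4 intensity units. On those of replicates 2 and 3 it was between 35.7 and 45.6. Whether this dim signal plays a part was not tested.

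The change from 0 hr differed between irradiated and unirradiated animals for 1201 probes, by the moderated F-test over the 6 time points. The paper does not report this comparison. No array held irradiated plugs without amputation at these times. A loss of transcripts that goes on after irradiation therefore cannot be told apart from a different response to amputation. The paper describes a progressive loss of stem cells and their progeny after radiation. At 72 hr and an adjusted p below 0.05, 861 probes rose more or fell less in unirradiated than in irradiated animals and 299 the reverse, while at 24 hr these counts were 55 and 9. Weak signal does not account for the count, because 876 of the 1201 probes were well above background in both dyes on all 36 arrays. For 254 of the probes, the difference varied between time points hybridized at the same places on the slides, which argues against a constant effect of the place, or of the 0 hr RNAs, as the whole cause. For the other 947 probes, an effect of the place and one of irradiation cannot be told apart. Among the 10 splits of the 6 replicate series, the real split was the 1 with the most calls, and 10 splits are by themselves too few to exclude chance. The highest count of another split was 194. Without replicate 2 the count was 215, without replicate 1 it was 383 and without replicate 3 it was 2189, of which 205, 348 and 783 were among the 1201. In simulated arrays, 13.9% of the calls of this test were false. Their spread was drawn independently for each probe. In the real arrays, 1 component common to many probes held 44.6% of the spread between replicates. The share of false calls can therefore be higher here.

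Of the paper's 20 candidate genes, 12 were among the 1201 probes and 8 were not: the first probe of PDSS-2 (adjusted p = 0.056), RuvB (0.13), fos-1 (0.18), zmym-1 (0.22), SART-3 (0.57), jagunal (0.63), Madd4 (0.85) and gene 5B06 (0.92). RuvB and zmym-1 belong to the stem cell effectors. At 72 hr alone, RuvB differed between the states by 0.48 (adjusted p = 0.031, up to 0.18 with a replicate left out). For zmym-1 this was 0.53 (adjusted p = 0.022, up to 0.40) and for the first probe of PDSS-2 0.53 (adjusted p = 0.048, up to 0.54). Each changed more in unirradiated animals, in 3 of 3 replicates of equal number. The rest of the uncalled genes had an adjusted p of 0.40 or more. Of these, fos-1 (-0.11) and SART-3 (-0.19) went the other way. The difference of FoxA between the states had an F-test adjusted p of 0.026. At 72 hr FoxA changed by 0.41 in unirradiated and -0.20 in irradiated animals, a difference of 0.61 (standard error 0.13, adjusted p = 0.0047, in the same direction in 3 of 3 replicates of equal number, which do not pair the states). Without replicate 2 the log2 fold change of SMED10000127 at 72 h, unirradiated minus irradiated, was 0.54 (adjusted p = 0.16), without replicate 3 0.54 (adjusted p = 0.089) and with scaled log ratios 0.46 (adjusted p = 0.096), and over all alternatives its adjusted p was between 8.3e-05 and 0.16. The F-test adjusted p of WDR36 was 8.9e-09, of WDR3 1.6e-06, of MCM7 7.8e-07, of ribonucleotide reductase 0.0039, of SAE-2 3.3e-06 and of PABP-2 0.0014. It was 4.1e-05 for the second probe of PDSS-2, 0.011 for RBBP4, 0.020 for hnRNP K, 0.037 for COP9, 0.040 for cyclin D1 and 0.050 for CPSF-3. MCM7 was at background in both dyes on all irradiated arrays, so no fold change of it can be given there, and its F-test depends on the background correction. Its Cy5 signal was at least 16.7-fold higher in unirradiated than in irradiated animals at 72 hr. Cyclin D1 was well above background at 0 hr on 1 of 18 irradiated arrays, so its difference depends on the background correction too. The other genes had changed more in unirradiated animals at 72 hr, by 0.37 for hnRNP K up to 0.72 for RBBP4, in 3 of 3 replicates of equal number and with an adjusted p below 0.05, except ribonucleotide reductase (0.45, adjusted p = 0.097). With each replicate left out, the adjusted p at 72 hr stayed below 0.05 for SAE-2 and the second probe of PDSS-2 (up to 0.0032 and 0.028). It reached 0.11 for WDR36, 0.076 for WDR3, 0.24 for CPSF-3, 0.20 for hnRNP K, 0.38 for cyclin D1, 0.60 for ribonucleotide reductase, 0.30 for PABP-2, 0.31 for COP9 and 0.12 for RBBP4. Of the genes graphed in Figure 2—figure supplement 3B, clone 2E02 had an adjusted p of 7.0e-06 and musculin of 1.7e-06, with differences at 72 hr of 0.44 (adjusted p = 0.0029, up to 0.11 with a replicate left out) and 1.06 (adjusted p = 2.9e-05, up to 0.018), in 3 of 3 replicates of equal number. Musculin was well above background on 7 of 18 irradiated arrays, so the size of its difference depends on the background correction. PDZ ring finger protein 4 (adjusted p = 0.93) and rhomboid (adjusted p = 0.64) were not shown to differ, with changes at 72 hr of 1.26 and 0.93 in irradiated animals. Nor were clones 3C02 (adjusted p = 0.070), 5C04 (0.077) and 5B10 (0.94) or SMED10004653 (0.87) by the F-test. At 48 hr alone, clone 3C02 went the other way, with 0.71 in unirradiated and 1.12 in irradiated animals. The difference was -0.41 (adjusted p = 0.037, up to 0.53 with a replicate left out), in 3 of 3 replicates of equal number. Of the genes that differed, SAE-2 (adjusted p = 4.1e-05), musculin (0.0021), the second probe of PDSS-2 (0.0037), MCM7 (0.0083) and WDR36 (0.017) were among the 254 probes whose difference varied between time points at the same places, which argues against a constant effect of the place as the whole cause for them. FoxA (adjusted p = 0.50) and the others were among the 947 probes whose difference was not shown to vary, so this test does not tell place and irradiation apart for them. At 12, 24 and 72 hr, hybridized at 1 pair of places, the difference of FoxA was 0.15, 0.05 and 0.61 (standard error 0.13). At 6, 18 and 48 hr, at the other pair, it was 0.02, 0.02 and 0.39. From in situ hybridization, the paper reports that FoxA+ cells did not accumulate in lethally irradiated animals. An effect of irradiation on SAE-2, musculin, PDSS-2, MCM7 and WDR36 may be present but remains a hypothesis.

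Among the probes with the largest changes, SMED10009651 had an F-test adjusted p of 1.5e-09, SMED10038999 of 4.8e-08 and SMED10030166 of 1.3e-08. SMED10009651 was higher than at 0 hr by 3.11 in unirradiated and 3.12 in irradiated animals at 24 hr, but at 18 hr its difference between the states was -1.02 and at 48 hr 1.35, each in 3 of 3 replicates of equal number. SMED10038999 differed by 1.81 at 48 hr and SMED10030166 by 1.16 at 72 hr, also in 3 of 3. The probes SMED10018130 (adjusted p = 1.5e-19) and SMED10011588 (adjusted p = 3.4e-19) had log2 fold changes of -3.07 and -2.87 in irradiated animals at 24 hr, in 3 of 3 replicates, and 0.19 and 0.02 in unirradiated animals. Their Cy5 signals were well above background on 13 of 18 irradiated arrays. SMED10000622 (adjusted p = 2.1e-23), SMED10003394 (adjusted p = 2.0e-20) and SMED20014335 (adjusted p = 5.9e-19) had the largest differences at 72 hr, of 6.66, 5.65 and 5.67. Their log2 fold changes at 72 hr were -7.20, -6.41 and -6.33 in irradiated animals, in 3 of 3 replicates, and -0.54, -0.76 and -0.65 in unirradiated animals. All 3 were well above background on all 36 arrays, and without a replicate their differences at 72 hr stayed past the threshold. The difference of SMED10030166 was not shown to vary at the same places (adjusted p = 1.0), and that of the other 7 varied (adjusted p of 1.1e-07 or less), so that a constant effect of the place is unlikely as the whole cause for these 7. Other causes were not tested. The supplementary files give these 5 probes no name.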

How the results depend on the processing

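The fixed block for the slide, the first residual component as a covariate and the 0 hr comparison without the slides of 18 and 24 hr were chosen after the data had been seen. All other alternatives were set before the data were examined. A count is said to move when it changes more than 1.5-fold. The cause was not tested for any of the changes below, except that fewer arrays were fitted where a replicate was left out.

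The 708 probes higher in the first 24 hr moved to 1661 with the processed signals of the scanner software, 4563 with median centring, 3914 with scaled log ratios and to between 270 and 1054 without a replicate. Of the 708 probes, 586, 659 and 651 were among those of the first 3 settings. At 6 hr the count moved to 55 with median centring and 55 with scaled log ratios, and was between 18 and 77 without a replicate. At 12 hr it was 530 without background correction, 1120 with processed signals, 3839 with median centring, 3692 with scaled log ratios and 32 to 178 without a replicate. At 18 hr it was 126 with scaled log ratios and 153 to 596 without a replicate. At 24 hr it was 1628 with median centring, 222 with scaled log ratios and 198 to 642 without a replicate. At 48 hr it was 3161 with processed signals, 434 with scaled log ratios and 800 to 1668 without a replicate. At 72 hr it was 4536 with processed signals, 2789 with median centring and 385 with scaled log ratios, and 1308 to 2126 without a replicate.

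The 761 lower probes moved to 2059 without background correction, 2825 with processed signals, 108 with median centring, 2940 with scaled log ratios, 1765 with the first residual component and 221 to 846 without a replicate. The share of higher probes among those past a threshold in the first 24 hr was 48.2%, but 97.7% with median centring, 57.1% with scaled log ratios and 37.0% with processed signals. At 72 hr the share was 35.7%, and 66.1% with median centring. No scaling moved the median of all probes by more than 0.1. The 686 probes higher at 48 and 72 hr and not before moved to 1775 with processed signals, 429 with median centring, 156 with scaled log ratios, 1991 without a fold threshold and 410 to 808 without a replicate. Of the screened early list, 125 to 238 probes were past the thresholds without a replicate, against 267, and under the other alternatives the count stayed within 1.5-fold. The count of 82 for the late list stayed within 1.5-fold under every alternative run, with 58 probes under scaled log ratios as the lowest, and 60 to 80 without a replicate.

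The 633 probes higher in irradiated animals moved to 1509 with processed signals, 1188 with median centring, 1120 with the first residual component and 214 to 1082 without a replicate. The 1201 probes whose change differed between the states moved to 454 with median centring, 380 with scaled log ratios, 6413 with the first residual component and 215 to 2189 without a replicate. With a replicate block for the 0 hr RNA as a random effect it was 785, and with replicate number as a fixed block 2522, of which 1200 were among the 1201. Replicate numbers do not pair the states: deviations of arrays with the same number in the other state correlated with a median of -0.13, so the fixed block was coded within each state. The 1976 probes that differed at 0 hr moved to 637 with Cy3 scaled to its median, 401 to 3904 without a replicate and 1117 with the replicate block.

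The authors' log2 values, outlier spots kept, only probes well above background, the slide as a random or fixed block, a single adjustment over the time points, and transcript names in place of probes moved none of the counts given above. Of the counts not given above, some small ones moved under them, such as the 180 probes lower at 12 hr in unirradiated animals, which were 330 with a single adjustment. Of 534 comparisons of named probes with a threshold, 531 kept their side of it with the authors' values and 532 with outlier spots kept. With scaled log ratios 95 lost and 15 gained a call, with median centring 47 and 10, and with processed signals 31 and 10. Without replicate 2, 100 of 566 comparisons lost their call and none gained one. No named comparison past its threshold changed direction under any alternative run. Probes near background set a limit: between 51.2% and 83.3% of the probes were well above it in Cy5 on an unirradiated array, and the values of the others depend on the background correction.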

Differences from the paper's values

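A fold change counts as different here when it lies further from the paper's value than 1 SD of its replicates, computed with the processing of each setting and from all replicates, or has the other sign. Of 203 fold changes compared, those that Supplementary file 1A gives for the named genes and for the 6 probes with a value more than 0.01 from the one here, 5 differed from the values computed here, all at 6 hr in unirradiated animals.

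For SART-3 (SMED10012366) the paper's value is 0.56 and the value here 0.26. There was no difference under 6 of the alternatives set before the data were examined: processed signals, the authors' log2 values, median centring, scaled log ratios, outlier spots kept and without replicate 1. It differed under the other 9. For Thioredoxin reductase 1 (SMED10001268) the paper's value is 0.534 and the value here 0.17. It did not differ under processed signals, the authors' values and outlier spots kept, and differed under the other 12. For tRNA (cmo5U34)-methyltransferase 1 (SMED10013335) the paper's value is 0.402 and the value here 0.30. It did not differ under processed signals, the authors' values, median centring and outlier spots kept, and differed under the other 11. For ZFP530 (SMED20000941) the paper's value is 2.66 and the value here -0.09. It did not differ with the authors' values (2.66) and outlier spots kept (2.67), and differed under the other 12. For PdxS (SMED20003166) the paper's value is 0.461 and the value here 0.27. It did not differ under the authors' values, median centring and outlier spots kept, and differed under the other 12.

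For the probes enriched in the first 24 h, the paper's count is 718 genes. The count here is 708 probes, 723 with the authors' values, 711 with outlier spots kept and 717 with only probes well above background. The paper's number is more than 1.5-fold away from the counts with processed signals (1661), median centring (4563), scaled log ratios (3914) and without replicate 2 (270). The paper gives 43806 transcripts and isoforms on the array, against 43653 probes here with 43334 transcript names. Its early list counts 274 genes, against 273 probes here, since the file lists the probe of WIF-1 under 2 clones.

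The paper takes all genes of its early list to be past its thresholds. Of the 273 probes, 267 were past them here. Thioredoxin reductase 1, PdxS and SART-3 were not, and were past them with outlier spots kept and with the authors' values. RFC large subunit (log2 fold change 0.53 at 24 hr, adjusted p = 0.27), FMP48 (1.06 at 12 hr, adjusted p = 0.37) and ZFP530 were not past them here or under those settings. The paper describes its late genes as not upregulated before 48 hr. By the p threshold alone, 33 of the 82 were higher before 48 hr, and by both thresholds none was. From in situ hybridization, the paper describes rhomboid and PDZ ring finger protein 4 as undetectable immediately after amputation. On the arrays both were well above background at 0 hr on 18 of 18 arrays. It also describes most of the candidate genes as strongly upregulated near the pharynx 24 hr after amputation, from in situ hybridization. In the plugs, 10 of the 20 were higher at 24 hr with an adjusted p below 0.05, and 6 were past both thresholds.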

Other observations

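All tests in this part were chosen after the result had been seen.

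Of the 2135 fold changes of the screened genes in Supplementary file 1A, 2129 were within 0.01 of those computed here and 6 were not. Of these 6, 5 had an outlier spot in their group and came within 0.05 of the supplement when outlier spots were kept, so the outlier spots may account for these 5. Their spots lay on the array of replicate 2 at 6 hr, where the authors' log2 ratios were 1.26 for Thioredoxin reductase 1 (0.14 and 0.21 in the other replicates), 1.17 for SART-3 (0.06 and 0.46) and 8.18 for ZFP530 (-0.09 and -0.10). The sixth, Transcription factor VBP at 12 hr, was 2.37 here and 2.33 in the supplement, from the authors' replicate values of 0.18, 6.71 and 0.10, so it rests on replicate 2.

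The 82 late probes had a median log2 fold change of 0.59 in unirradiated and 0.11 in irradiated animals at 72 hr. The change of 72 of them was larger in unirradiated animals at 72 hr (adjusted p below 0.05) and that of 1 smaller. For the 273 early probes these counts were 72 and 5, with medians of 0.46 and 0.23. Both lists had been chosen on the unirradiated arrays, which by itself favors a larger change there. Probes were therefore chosen as late on 2 of the 3 replicates and measured in the replicate left out. In the 3 left-out replicates the median difference between the states at 72 hr was 0.17, 0.32 and 0.36, against 0.32, 0.30 and 0.20 in the replicates used for the choice. All probes together had a median difference between -0.022 and 0.005. Selection alone is an unlikely explanation for the difference. Place on the slide and irradiation go together in all replicates, but the arrays of 24 and 72 hr lay at the same places. At 24 hr the late probes had medians of 0.20 in unirradiated and 0.02 in irradiated animals, and 0 of 82 differed between the states. In the left-out replicates the difference between the states grew from 24 to 72 hr by a median of 0.28, 0.25 and 0.04. By the rule set before these values were seen (all above 0 and their mean beyond their SD) that speaks against a constant effect of the place, but the rule is lenient for 3 values, and 3 values are too few for an exact sign test, put in afterwards like a t-test with the same outcome, to exclude such an effect (p = 0.25). Of the late probes, 37 of 82 were already lower in irradiated animals at 0 hr and none higher.

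In irradiated animals, 141 probes fell by more than 1 on the log2 scale at 72 hr with a change that differed from that in unirradiated animals. Of these, 92 did not differ at 0 hr between the states, 21 were already lower at 0 hr and 28 were neither. The median log2 fold change of the 92 probes in irradiated animals was 0.10 at 6 hr, -0.24 at 24 hr, -1.31 at 48 hr and -2.22 at 72 hr, and -0.11 at 72 hr in unirradiated animals. A deviating 0 hr RNA would lower all time points alike and is an unlikely cause, given the value of 0.10 at 6 hr. For the 21 probes the median was already -0.81 at 6 hr and was -1.81 at 72 hr. The supplementary files name 10 of the 141. Whether these transcripts belong to cells that are lost or no longer formed after irradiation was not tested.

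If the same 0 hr RNA was hybridized to all 6 arrays of a series, its Cy3 signals should differ between replicates alike on all slides. The labels do not state that it was. In unirradiated animals, the differences between replicates 1 and 2 correlated across 24120 probes at 0.64 to 0.85 among the slides of the other time points, and between -0.38 and -0.12 between these and the slides that held 18 and 24 hr. For replicates 2 and 3 of unirradiated animals the other slides themselves spread more, from 0.21 to 0.84. An exchange of the replicates would leave the irradiated arrays alone, but for them too the correlation with the other slides was at most 0.62 over the pairs of replicates, while among the other slides it was at least 0.75. That argues against an exchange in unirradiated animals as the whole cause. The deviations of the unirradiated and the irradiated arrays of the same slides correlated with a median of 0.85 over the pairs of replicates, from 0.45 to 0.91, in line with an effect that the arrays of a slide share. Without these slides, 1584 probes differed at 0 hr between the states, against 1976.

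The first component of the spread between replicate arrays held 44.6% of it and the second 9.82%. Its correlation with the share of probes well above background in Cy5 was -0.28 over the 36 arrays (Pearson, permutation p = 0.10, 100000 permutations; Spearman's rho -0.15, permutation p = 0.38), the only relation computed. Within unirradiated arrays it was -0.18, within irradiated arrays -0.39, and without the 2 arrays farthest from the median share -0.02. Arrays of a replicate are taken to share a 0 hr RNA, so they are not fully independent. The component was largest on the array of irradiated replicate 3 at 24 hr (0.40), which had the lowest share of all 36 arrays (48.0%), and was 0.25 on the array with the next lowest share (51.2%, unirradiated replicate 3 at 48 hr). Whether Cy5 labeling contributes to the component stays open, since the correlation neither shows nor excludes it, and no biological explanation was tested. At 24 hr the log2 ratios of irradiated replicates 1 and 3 correlated at -0.40 across probes.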
